# Transcriptome-wide characterization of the eIF4A signature highlights plasticity in translation regulation

**DOI:** 10.1186/s13059-014-0476-1

**Published:** 2014-10-02

**Authors:** Claudia A Rubio, Benjamin Weisburd, Matthew Holderfield, Carolina Arias, Eric Fang, Joseph L DeRisi, Abdallah Fanidi

## Abstract

**Background:**

Protein synthesis is tightly regulated and alterations to translation are characteristic of many cancers. Translation regulation is largely exerted at initiation through the eukaryotic translation initiation factor 4 F (eIF4F). eIF4F is pivotal for oncogenic signaling as it integrates mitogenic signals to amplify production of pro-growth and pro-survival factors. Convergence of these signals on eIF4F positions this factor as a gatekeeper of malignant fate. While the oncogenic properties of eIF4F have been characterized, genome-wide evaluation of eIF4F translational output is incomplete yet critical for developing novel translation-targeted therapies.

**Results:**

To understand the impact of eIF4F on malignancy, we utilized a genome-wide ribosome profiling approach to identify eIF4F-driven mRNAs in MDA-MB-231 breast cancer cells. Using Silvestrol, a selective eIF4A inhibitor, we identify 284 genes that rely on eIF4A for efficient translation. Our screen confirmed several known eIF4F-dependent genes and identified many unrecognized targets of translation regulation. We show that 5′UTR complexity determines Silvestrol-sensitivity and altering 5′UTR structure modifies translational output. We highlight physiological implications of eIF4A inhibition, providing mechanistic insight into eIF4F pro-oncogenic activity.

**Conclusions:**

Here we describe the transcriptome-wide consequence of eIF4A inhibition in malignant cells, define mRNA features that confer eIF4A dependence, and provide genetic support for Silvestrol’s anti-oncogenic properties. Importantly, our results show that eIF4A inhibition alters translation of an mRNA subset distinct from those affected by mTOR-mediated eIF4E inhibition. These results have significant implications for therapeutically targeting translation and underscore a dynamic role for eIF4F in remodeling the proteome toward malignancy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0476-1) contains supplementary material, which is available to authorized users.

## Background

Energetically, protein synthesis is the most costly step on the path toward gene expression and is thus a rigidly controlled process. In eukaryotes, protein synthesis occurs in three phases: translation initiation, elongation and termination. Although translation is controlled at multiple stages, regulation is primarily exerted at initiation, the phase in which 80S ribosomes assemble onto mRNA transcripts. Regulation of initiation is mediated by multiple factors, many of which converge on the assembly of the eukaryotic initiation factor 4F (eIF4F). This heterotrimeric complex is composed of eIF4E, the rate-limiting protein which binds the 5′-7-methylguanosine cap on cellular mRNA transcripts; eIF4A, a DEAD-box RNA helicase; and eIF4G, a scaffolding protein which bridges eIF4E and eIF4A, and recruits eIF3 and the 43S pre-initiation complex. Formation of eIF4F is tightly controlled by multiple mitogenic signaling pathways, namely mitogen-activated protein kinase (MAPK) and phosphoinositide-3-kinase (PI3K)/Akt/mammalian target of rapamycin (mTOR), and has been shown to stimulate translation of mRNAs involved in cell proliferation, growth, survival, cell cycle progression, and DNA damage repair [1–3]. Moreover, components of the translation apparatus and the rate of protein synthesis are commonly increased in cancer [4,5], overexpression of translation initiation factors, in particular eIF4E and eIF4G, is transforming [6,7], and increased levels of PDCD4, a negative regulator of eIF4A, suppresses transformation [8,9]. Thus, eIF4F has the potential to impact malignant progression yet the mechanism by which increased eIF4F activity can cause transformation remains unclear. Likewise, the particular mechanisms by which different components of eIF4F induce malignancy are not well understood. Nevertheless, eIF4F is a point of convergence for parallel signaling pathways and the complex plays a pivotal role in cancer by integrating aberrant oncogenic signals and amplifying a translational output that can steer the cell toward malignancy.

Significant progress has been made toward understanding the machinery that drives protein synthesis. However, the underlying mechanisms by which individual eIF4F components contribute to translation regulation in the cell remain ambiguous. Emerging methods that allow for global dissection of translation have bolstered the long standing knowledge that translation is subject to considerable regulation and thus plays a key role in regulating gene expression [10–13]. Studies suggest that translation machinery may discriminate between particular mRNA transcripts [14–16] yet the features that might impart individual transcripts with a competitive advantage for eIF4F have not been clearly elucidated. One feature that likely influences the efficiency of translation is the secondary structure of 5′ UTRs. Indeed, engineered 5′ UTR secondary structures have been shown to negatively impact translation efficiency using synthetic reporter constructs [14,17]. Furthermore, eIF4F is required for unwinding 5′ UTR structure on certain mRNAs [18,19] and the degree of structure is proportional to the requirement for eIF4A RNA helicase activity *in vitro* [20]. These data commonly lead to the hypothesis that cellular mRNAs with complex 5′ UTRs must depend more heavily on the eIF4F complex for efficient translation.

eIF4A is an integral part of the heterotrimeric eIF4F complex and the only component with known enzymatic activity. While several eIF4A-regulated genes have been identified, in-depth studies have yet to provide a genome-wide description of the eIF4A target gene landscape. We sought to comprehensively define the cellular mRNAs regulated by eIF4A and investigate the mRNA features that confer dependence on this helicase by directly blocking its activity. To achieve this, we employed the potent and specific eIF4A inhibitor Silvestrol. This compound has been shown to selectively target the RNA helicase activity of eIF4A both *in vitro* and *in vivo*, thereby impairing translation initiation [21,22], and is known to have robust anti-cancer effects [23,24]. Moreover, Silvestrol preferentially inhibits translation of several weakly initiating mRNAs and its anti-oncogenic effects have been proposed to act through favored inhibition of malignancy-related mRNAs [23]. Here we use Silvestrol as a tool to dissect the translational output of eIF4A, define the features that bestow transcripts with a competitive advantage for eIF4A, and elucidate the mechanisms underlying the pro-oncogenic activity of eIF4F.

## Results

As a model, we selected the triple-negative breast cancer cell line MDA-MB-231 for its known sensitivity to Silvestrol [23]. This allowed for careful optimization of the concentration and duration of compound treatment and provided a context in which to evaluate the contribution of eIF4A-dependent translation to malignancy. Exposure of MDA-MB-231 cells to increasing concentrations of Silvestrol impaired cell survival (Figure 1a) while the compound had minimal effects on survival of non-malignant MCF-10A cells (Figure 1b). Likewise, the effect of Silvestrol on global translation was measured by monitoring ^35^S-methionine incorporation into newly synthesized proteins. To mitigate off-target or secondary effects of drug treatment, we chose to treat cells with a low concentration of Silvestrol for a short time period. We selected a concentration of 25 nM Silvestrol, which had negligible effects on global translation after 2 hours of exposure (Figure 1c). To further evaluate the effect of eIF4A inhibition on the translation apparatus, we analyzed the polysome profiles of MDA-MB-231 cells left untreated or treated with 25 nM Silvestrol for 2 hours. Silvestrol treatment liberated 40S and 60S ribosomal subunits, dramatically increased the abundance of 80S monosomes and had minimal effects on the abundance of polysomes (Figure 1d). In contrast, treatment with harringtonine, which globally arrests ribosomes at initiation codons, caused an accumulation of ribosomal subunits and 80S monosomes and eliminated polysomes (Additional file 1). Taken together, these results suggested that Silvestrol blocked the translation of a subset of mRNA transcripts at initiation. To explore the possibility that a select mRNA subset is regulated by eIF4A, we employed the comprehensive, transcriptome-wide method of ribosome profiling [10–13,15,16]. This approach allows for the detailed analysis of transcriptome utilization by translation machinery through the use of next-generation sequencing to quantify ribosome-protected mRNA fragments (ribosome footprints (RFs)). 

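MDA-MB-231 is a human breast cancer cell line, and Silvestrol is an inhibitor of the RNA helicase eIF4A. The experiment comprised 9 libraries, of which 7 were RF libraries and 2 were mRNA libraries. RF libraries came from untreated cells, from cells given DMSO or 25 nM Silvestrol for 1 h, and from cells given DMSO or 25 nM Silvestrol for 2 h. The 2 h treatments were done in 2 cultures, at passage 3 and passage 4, which are replicates 1 and 2 of each treatment. mRNA was sequenced at 2 h from passage 3 only, in 1 library per treatment, so the mRNA changes have no replicate check. The sample labels of 2 libraries conflict with themselves. One field gives 1 h for the passage 3 Silvestrol RF library at 2 h, and one field calls the DMSO mRNA library untreated. Both were assigned to 2 h and to DMSO, as their titles and the paper give them. The deposited values of the control mRNA library carry no treatment name, and the authors' control TE divides untreated RFs by them in 100% of genes. Untreated cells are thus not excluded as the source of that library. Every TE change with Silvestrol rests on it. The authors discarded rRNA reads, aligned the rest with Bowtie to hg19 and to UCSC KnownGene canonical transcripts, and counted uniquely mapped reads. Positions with non-unique reads, or under more than 1 canonical transcript, were excluded, and the authors deposited the read counts and the RPKM values of each library. Counted reads at 1 h numbered 31,188,148 for DMSO and 20,614,917 for Silvestrol. At 2 h they numbered 26,176,257 for DMSO and 12,010,405 for Silvestrol in passage 3, and 6,446,356 and 2,652,423 in passage 4. The untreated RF library had 26,393,419 counted reads, the DMSO mRNA library 50,315,607 and the Silvestrol mRNA library 24,792,922. Passage 4, and above all its Silvestrol library, therefore carried the least precise values. RF counts were compared between the 4 libraries at 2 h with edgeR's quasi-likelihood test. A change in TE was tested as the interaction of assay and treatment in one edgeR model over the 6 libraries at 2 h, in which only the RF libraries give a spread between replicates.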

MDA-MB-231 cells were treated with vehicle (DMSO) or 25 nM Silvestrol and cell lysates, collected at 1 and 2 hours after treatment, were RNase-digested and fractionated to collect monosomes. Mass spectrometry analysis of monosome fractions used for ribosome profiling revealed that the majority of peptides present were derived from ribosomal components in both DMSO- and Silvestrol-treated lysates, indicating that protected mRNAs isolated by our method were engaged by ribosomes (Table S1 in Additional file 2). Likewise, the average length of sequenced fragments in all samples was approximately 32 nucleotides, the expected size of a ribosome-protected mRNA fragment (Figure S2a in Additional file 3). 

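The deposited table held 25,758 distinct entries for 24,875 gene symbols. At least 1 read was counted in at least 1 of the libraries for 18,925 of these entries. Counted reads averaged 22.29 M per library (M, mega), and these totals stand behind the values given here, while the paper's reported average of 43 M refers to mapped reads. The 20 transcripts with the most reads took between 5.18% and 8.69% of a library.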

We identified an average of 43 million reads that mapped to a total of 17,703 annotated mRNA transcripts (Figure S2b in Additional file 3). Of these, 8,393 genes were sufficiently represented in our sequencing data to provide reliable measurements of their translational status. 

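The paper's text does not name the filter behind this number. A filter set before the data were examined kept 10,505 genes, those with an RPKM above 0 in the RF and mRNA libraries of passage 3, a mean RF RPKM of at least 1 and a mean mRNA RPKM of at least 0.3. Without the minimum values 12,666 genes remained, and with a minimum of 5 for both means 7,318 remained.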

Sequencing data were quantified by calculating the reads per kilobase per million (RPKM) value for each gene. The RPKM values generated from sequencing ribosome-protected fragments directly reflect the extent to which a given transcript is engaged by ribosomes [10]. 

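In passage 3, the mean log2 RF RPKM was 2.86 over 13,470 genes with DMSO and 2.83 over 13,139 genes with Silvestrol. In passage 4 it was 3.34 over 12,859 genes with DMSO and 3.49 over 12,120 genes with Silvestrol. The difference between treatments was thus −0.04 in one passage and 0.15 in the other. Each of these means covers the genes detected in its own library, and libraries with fewer reads miss more genes of low expression, so these differences also carry depth. Among the 10,505 genes used for the z-scores the difference was −0.26 in passage 3 and −0.22 in passage 4. A design of 2 libraries against 2 allows no exact p-value under 0.33, and none was computed. RPKM values are scaled to the total of their own library, so an equal loss of footprints from all genes would leave them unchanged.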

Comparison of RF data from DMSO- and Silvestrol-treated cells revealed that genome-wide translation was not significantly reduced after exposure to compound for 2 hours (Figure 1e). To identify genes that depend on eIF4A for robust translation, the translation efficiency (TE) value of each transcript was calculated. TE values are generated by dividing RPKM values from RF data by RPKM values from mRNA-seq data, thereby normalizing translation to steady-state transcript abundance. The TE value thereby provides a quantitative measure of transcript-specific utilization by translation machinery and uncouples changes in transcription from changes due to translation regulation. We calculated the fold change in TE (∆TE) due to eIF4A inhibition by dividing TE values from Silvestrol-treated cells by those from DMSO-treated cells; thus, ∆TE = TE_Silvestrol_/TE_DMSO_ for each gene. 

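The ratio was computed from the RPKM values of passage 3, in which RFs and mRNA came from the same culture. Across genes its log2 had a mean of −0.32, a median of −0.28 and an SD of 0.98. Each gene's z-score is its log2 ∆TE minus this mean, divided by this SD.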

Of the 8,393 genes whose translation was robustly measured, we identified 284 genes that showed markedly reduced translation as a result of eIF4A inhibition (z-score below -1.5; Table S2 in Additional file 2) and 146 genes that showed increased translation upon eIF4A inhibition (z-score above 1.5; Table S3 in Additional file 2) (Figure 1f-g; Figure S2c in Additional file 3).

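With this definition, 709 genes had a z-score below −1.5 and 509 genes had a z-score above 1.5. The z-score threshold moved these numbers most: 277 and 146 genes lay past −2 and 2. Within passage 4, whose RFs were divided by the same mRNA libraries, 453 of the 709 and 226 of the 509 were also past the threshold. The footprints themselves were replicated. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p-value of 0.05, found fewer RFs with Silvestrol in 815 genes and more RFs in 234 genes, 22.3% of the calls. DESeq2 called 1,008 and 611 genes, with 37.7% of the calls higher. With the passage as a block, which leaves 1 residual degree of freedom, edgeR called 2,954 and 2,626. Of the 709 genes with reduced TE, 372 were among the genes with fewer RFs, and 631 with the block. Of the 509 genes with increased TE, 43 were among the genes with more RFs, and 342 with the block. The edgeR test of the TE change called 2 genes, TIMM23 and GPAT2, both reduced, while 2,611 genes had an unadjusted p-value under 0.05. The same test with the passage as a block called 2,367 genes reduced and 2,389 increased. Among genes whose RF change had the sign of the TE change in both passages, the lowest z-scores were those of TIMM23 (−9.15), FUNDC2 (−7.79), GPAT2 (−6.83), ZNF146 (−4.76) and TULP4 (−4.53). TIMM23, FUNDC2 and GPAT2 had 25, 1 and 7 reads in the DMSO mRNA library against 1,918, 252 and 693 with Silvestrol, so their z-scores rest on the mRNA libraries. TULP4 had 13 and 1 RF reads in the Silvestrol libraries of the passages. The highest z-scores were those of RPS23 (6.21), PPIA (5.34), SPCS2 (3.89), DGCR6L (3.78) and KIAA0913 (3.45). In the passage 3 DMSO library RPS23 had 7 RF reads, PPIA 3 and SPCS2 1, too few for a reliable ratio, and DGCR6L had 22. With the RFs of passage 4 the z-score of PPIA was 1.37, short of the threshold. KIAA0913 had 4,330 mRNA reads with DMSO and 84 with Silvestrol.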

**Figure 1:**
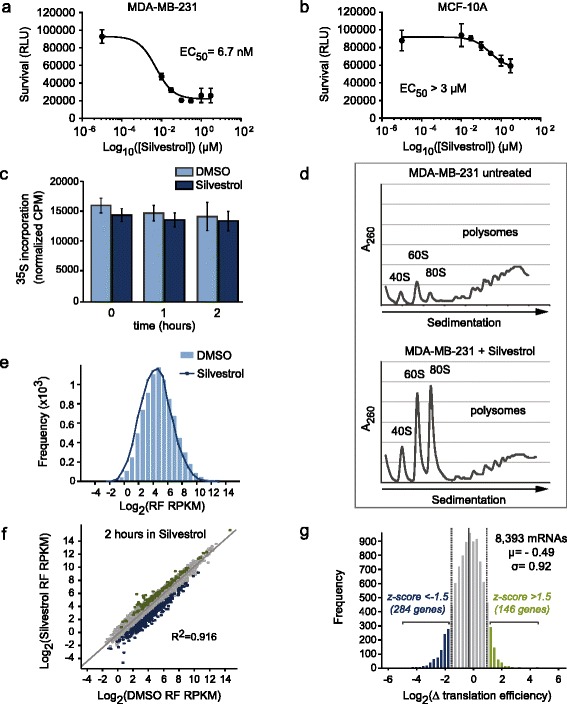
**eIF4A inhibition reveals genes under translational control in MDA-MB-231 cells. (a)** MDA-MB-231 breast cancer cells or **(b)** MCF-10A non-malignant luminal breast cells were treated with increasing concentrations of Silvestrol for 72 hours. Cell proliferation was measured by lysing in Cell Titer Glow reagent and measuring luminescence in relative light units (RLU EC_50_ MDA-MB-231 = 6 nM; EC_50_ MCF-10A >3 μM. **(c)** MDA-MB-231 cells were treated with DMSO or 25 nM Silvestrol, pulsed with ^35^S-methionine for 15 minutes prior to harvest and harvested at 0, 1 or 2 hours after treatment. Bar graph represents counts per minute (CPM) normalized to total protein. Error bars represent standard error (n = 3). **(d)** Polysome profiles of MDA-MB-231 cells treated with DMSO (top panel; 21% ribosomal subunits and 80S monosomes, 79% polysomes; n =2) or with 25 nM Silvestrol (bottom panel; 75% ribosomal subunits and 80S monosomes, 25% polysomes; n =2) for 2 hours. A_260_, the absorbance of light at 260 nm. **(e)** Distribution of ribosome footprint (RF) RPKM values from DMSO-treated MDA-MB-231 cells (mean Log_2_ RPKM value =4.78) compared with Silvestrol-treated cells (mean Log_2_ RPKM value =4.49). RPKM = reads per kilobase per million. **(f)** Scatter plot of RF densities (measured in RPKM) in cells treated with 25 nM Silvestrol versus DMSO for 1 or 2 hours. Silvestrol-sensitive genes are indicated in dark blue. Correlation coefficients for biological replicates (n =2) are DMSO r =0.945 and Silvestrol r =0.977. **(g)** Distribution of changes in translation efficiency (TE) between DMSO- or Silvestrol-treated cells. To calculate TE, RPKM values from RF RNAs were normalized to RPKM values from mRNA sequencing results generated from identical biological samples. Silvestrol-sensitive genes with decreased TE (z-score below -1.5) and Silvestrol-resistant genes (z-score >1.5) are indicated. Population mean indicated by a solid vertical line; dotted vertical lines indicate σ values above and below the mean.

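Across 12,521 genes with RF reads in both DMSO libraries at 2 h, log2 RPKM values of passages 3 and 4 correlated with Pearson's r = 0.971 and Spearman's rho = 0.978. Across 11,916 genes in the Silvestrol libraries, r was 0.976 and rho was 0.984. Genes are not independent replicates, so no p-value is given. On the linear scale r moved most in the Silvestrol pair, to 0.990. At 1 h each treatment had 1 RF library and no mRNA library. The 708 genes with reduced TE at 2 h that were measured at 1 h had a median log2 RF change of −1.05 at 1 h, against −0.18 for all 10,494 genes, and 95.5% of them lay below that median of all genes. None of 10,000 random lists matched on mean RF RPKM had as low a median; the matched lists had a typical median of −0.22. The 506 genes with increased TE had a median of 0.10 at 1 h.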

To validate the observation that Silvestrol reduces translation of these genes, we monitored the polysome association of specific mRNAs. Polysomes from MDA-MB-231 cells treated with 25 nM Silvestrol or vehicle were fractionated by sucrose gradient and the resulting fractions were analyzed by quantitative RT-PCR for *CyclinD1*, *ARF6*, *BCL2*, *ROCK1*, *CDK6*, and *β-actin* Consistent with our ribosome profiling data, significant shifts in polysomes were observed for *CyclinD1*, *ARF6*, *BCL2*, *ROCK1*, and *CDK6*, but not for *β-actin* (Additional file 4). These data confirm that TE values obtained by ribosome profiling are consistent with changes in ribosome occupation on specific transcripts.

The translation initiation complex eIF4F has been shown to regulate genes with exogenous structural elements added to their 5′ UTRs [14,17–19]. Since Silvestrol inhibits the RNA helicase component of eIF4F, we surmised that the 5′ ends of Silvestrol-sensitive genes would be more structured than genes insensitive to Silvestrol. Using CONTRAfold, a statistical learning structure prediction algorithm [25], we evaluated the secondary structure of 5′ UTRs derived from the 284 mRNAs that showed reduced translation upon Silvestrol treatment. To control for this analysis, we analyzed 5′ UTRs from Silvestrol-insensitive genes (n =6303) in parallel with those from the 284 Silvestrol-sensitive genes. We found that the pool of 5′ UTRs from Silvestrol-sensitive genes was enriched with structured elements when compared to the control pool. 

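The 5′ UTRs were taken from the GENCODE annotation on GRCh37, using each gene's MANE Select transcript or, for lack of one, the transcript with the longest coding sequence. A 5′ UTR was found for 97.6% of the genes with reduced TE, 98.4% of the insensitive genes and 97.8% of the genes with increased TE. The minimum free energy of each was computed with RNAfold in place of CONTRAfold. The 692 5′ UTRs of genes with reduced TE had a median folding energy of −150.7 kcal/mol, against −50.2 kcal/mol for the 9,141 of insensitive genes, those with z-scores between −1.5 and 1.5. A 2-sided permutation test of the difference in medians with 100,000 resamples gave p = 1e-05, the smallest it can give, and an adjusted p of 1.2e-05 over 6 comparisons of 5′ UTR properties (Benjamini-Hochberg).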

5′ UTRs from mRNAs with z-scores below -1.5 had more negative free energy values than those with z-scores above -1.5 (Figure 2a; Figure S4a in Additional file 5). The difference in free energy values between genes with decreased TE in Silvestrol and insensitive genes was highly significant (*P* =2.53 × 10^-67^) and a difference in distribution of ∆G values from genes with increased TE was also notable compared with the insensitive pool (*P* =4.25 × 10^-7^) (Figure 2a). 

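The 498 5′ UTRs of genes with increased TE had a median folding energy of −17.4 kcal/mol, and their difference of 32.8 kcal/mol from the insensitive genes also reached the smallest p-value of the permutation test. Folding energy scales with length, and dividing by length moved the result most. Per nucleotide, the median was −0.387 kcal/mol in genes with reduced TE and −0.379 kcal/mol in insensitive genes, a difference that was not significant (permutation test, adjusted p = 0.21). Genes with increased TE stayed apart, at −0.293 kcal/mol per nucleotide.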

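The median 5′ UTR was 392.5 nucleotides long in genes with reduced TE, 129 nucleotides in insensitive genes and 60.0 nucleotides in genes with increased TE. Both differences from the insensitive genes reached the smallest p-value that the permutations allow. Mean lengths were 455.7, 173.6 and 84.1 nucleotides. With the longest annotated 5′ UTR of every gene in place of the selected one, the medians were 543.0, 302.0 and 195.0 nucleotides and the order was the same. Classes drawn from the RF change alone, without mRNA values, also kept this order, at 383.0, 125.0 and 68.0 nucleotides.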

Evaluation of 5′ UTRs for length and percentage GC content revealed that mRNAs with decreased TE had markedly longer 5′ UTRs than those from insensitive genes (*P* =1.39 × 10^-133^) while those from genes with increased TE were comparatively shorter (*P* =4.82 × 10^-10^; Figure 2b). Likewise, the overall percentage GC content was significantly lower in the 5′ UTRs of mRNAs with decreased TE (*P* =1.02 × 10^-47^) and slightly higher in those from genes with increased TE (*P* =8.08 × 10^-6^) (Figure 2c). These data suggest that eIF4A-dependent genes have a 5′ UTR signature characterized by long, structured sequences with relatively low overall GC content.

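GC content had a median of 61.5% in the 5′ UTRs of genes with reduced TE and 67.9% in those of insensitive genes, a difference of −6.35 percentage points (permutation test, the smallest p-value possible). The median of 69.1% in genes with increased TE was 1.25 percentage points above the insensitive genes and did not pass the threshold (permutation test, adjusted p = 0.066). This smaller difference depended on how the classes were drawn. It was 2.98 percentage points among genes past the threshold in both passages (permutation test, adjusted p = 0.0010), and it reversed to −3.01 percentage points when classes were drawn from the RF change alone (permutation test, adjusted p = 0.00018). The difference of the genes with reduced TE kept its sign under the RF change alone, at −2.75 percentage points.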

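Lists of genes drawn at random to match the genes with reduced TE in coding sequence length had a typical median 5′ UTR of 144 nucleotides, and lists matched in RF RPKM one of 158 nucleotides, and the 392 nucleotides observed lay at percentile 100 of both. The paper's reasoning runs from the z-scores to the 5′ UTRs. Genes with z-scores below the threshold were taken as those that depend on eIF4A, their 5′ UTRs were compared with those of insensitive genes, and the more negative folding energies, greater lengths and lower GC contents together led the paper to propose a shared 5′ UTR signature.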

**Figure 2:**
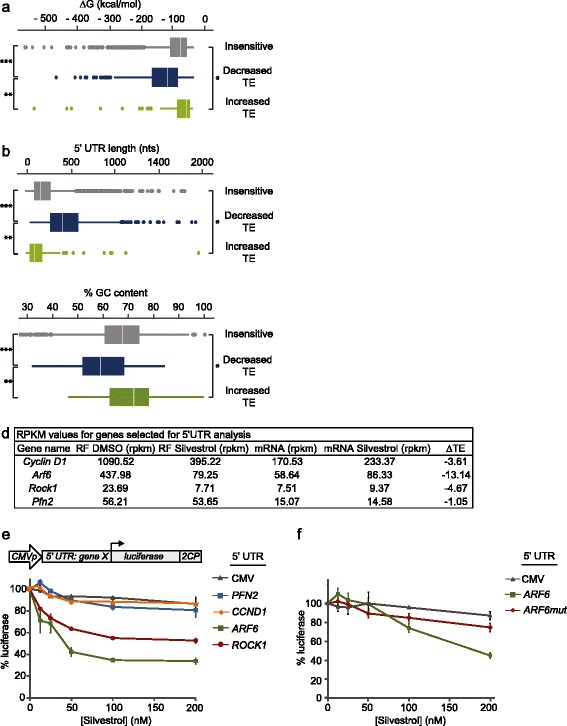
**Silvestrol-sensitive mRNAs are enriched with complex 5′ UTRs. (a)** Box plot showing distribution of free energy values for 5′ UTRs of Silvestrol-sensitive genes (Decreased, n =284, z-score below -1.5), genes increased in Silvestrol (n =146 genes, z-score >1.5), and genes insensitive to Silvestrol (n =6,303). ***P =2.53 × 10^-67^, **P =1.097 × 10^-27^ and *P =4.25 × 10^-7^. Energy values were predicted using the CONTRAfold algorithm [25]. **(b)** Box plot showing distribution of 5′ UTR length, L: ***P =1.39 × 10^-133^, **P =3.1 × 10^-44^ and *P =4.83 × 10^-10^. **(c)** Box plot showing distribution of GC content: ***P =1.02 × 10^-47^, **P =3.35 × 10^-23^ and *P =8.08 × 10^-6^. For genes with decreased TE: n =284, ∆G_mean_ = -103.9 kcal/mol, L_mean_ =493.4 nucleotides, GC_mean_ =59.8%. For insensitive genes: n =6,303, ∆G_mean_ = -54.72 kcal/mol, L_mean_ =223.6 nucleotides, GC_mean_ =66.9%. For genes with increased TE: n =142, ∆G_mean_ = -45.93 kcal/mol, L_mean_ =171.8 nucleotides, GC_mean_ =71.23%. Significance values were determined using the two-tailed Mann-Whitney U test **(d)** RPKM and TE values from ribosome profiling data for genes used in 5′ UTR analyses of *CyclinD1*, *ARF6*, *ROCK1* and *PFN2*. **(e)** Luciferase reporter constructs, stably transfected into 293 T cells, were treated with increasing concentrations of Silvestrol and luciferase expression was measured after 40 minutes; constructs bearing 5′ UTRs from Silvestrol-sensitive genes (*CyclinD1*, *ROCK1*, *ARF6*) or insensitive genes (*PFN2* or *CMV* alone) were compared. Triplicate values were obtained in each experiment; data presented were obtained from four independent experiments. **(f)** Luciferase reporter expression in stably transfected 293 T cells treated with increasing concentrations of Silvestrol; constructs bearing *ARF6wt* 5′ UTR or *ARF6mut* 5′ UTR were compared; data presented were obtained from two independent experiments with measurements taken in triplicate.

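The 5′ UTR of ARF6 lies on chromosome 14 of GRCh37 between 50359800 and 50360454, has 557 nucleotides and a GC content of 75.4%, contains the (CGG)4 sequence, and folds with −320.3 kcal/mol. That of ROCK1, on chromosome 18 from 18690872 to 18691774, has 903 nucleotides and folds with −420.5 kcal/mol. CCND1, which encodes Cyclin D1, has a 5′ UTR of 158 nucleotides on chromosome 11 from 69455924 to 69456081, with a GC content of 72.8% and a folding energy of −59.0 kcal/mol. The selected 5′ UTR of PFN2, on chromosome 3 from 149688644 to 149688682, has 39 nucleotides and folds with −13.4 kcal/mol, whereas the longest annotated 5′ UTR of this gene reaches −142.9 kcal/mol. RF RPKM values of ROCK1 fell from 22.6 with DMSO to 7.28 with Silvestrol in passage 3 and from 24.8 to 8.15 in passage 4, while its mRNA RPKM was 7.51 with DMSO and 9.37 with Silvestrol. The z-score of ROCK1 was −1.68 and its log2 RF change was −1.45 (standard error 0.15, adjusted p = 0.017, edgeR). Its TE change had an adjusted p of 0.077 without and 7.7e-05 with the passage as a block (edgeR). For PFN2, RF RPKM was 60.2 with DMSO and 61.4 with Silvestrol in passage 3, and 52.2 and 46.0 in passage 4. Its log2 RF change of 0.08 was within its standard error of 0.25 (adjusted p = 0.85, edgeR), and its z-score was 0.40.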

To evaluate the contribution of gene-specific 5′ UTRs to eIF4A-dependence we created reporter constructs bearing select 5′ UTRs derived from our analyses. We made use of the short-lived luciferase reporter, *luc2CP*, which contains two protein-destabilizing sequences, hCL1 and hPEST, that reduce the half-life of luciferase to approximately 30 minutes (Figure S4b in Additional file 5). This allowed us to uncouple the contribution of protein stability to our measurement and monitor Silvestrol-sensitive changes in translation on a short time scale. We placed the *luc2CP* gene under control of the CMV promoter and fused the *luc2CP* open reading frame to the 5′ UTR sequences from three Silvestrol-sensitive genes, *CyclinD1*, *ARF6* and *ROCK1*, and one Silvestrol-insensitive gene, *PFN2* (Figure 2e; FigureS4c-e in Additional file 5). These constructs were stably expressed in 293T cells and evaluated for sensitivity to Silvestrol by measuring luciferase activity in the presence of increasing amounts of Silvestrol after 40 minutes of exposure to compound. Reporter constructs bearing highly structured 5′ UTRs, from *ARF6* (∆G = -264.5 kcal/mol) and *ROCK1* (∆G = -313 kcal/mol), were significantly more sensitive to Silvestrol than unstructured controls, CMV alone and *PFN2* (∆G = -115.57 kcal/mol) (Figure 2f; Table S4 in Additional file 2). These differences were directly attributable to changes in translation since mRNA levels were unaffected by the presence of Silvestrol (Figure S4f in Additional file 5). In addition, treatment with hippuristanol, a second inhibitor of eIF4A, produced similar results in our reporter assay (Additional file 6). Notably, the relatively unstructured 5′ UTR of *CyclinD1* (∆G = -47 kcal/mol) (Figure S6a,b in Additional file 7) had little impact on the sensitivity of our reporter to eIF4A inhibition.

To further assess the role of 5′ UTR complexity in the Silvestrol-sensitivity of our reporter, we sought to disrupt structured regions within the 5′ UTR of *ARF6*. To this end, we predicted regions of structure by determining the ∆G value of 20-nucleotide fragments across the length of the *ARF6* 5′ UTR. The resulting ∆G values were plotted across the 5′ UTR to reveal short regions of complex structure (Figure S6c in Additional file 7). Evaluation of the percentage GC content across the length of the 5′ UTR revealed that localized structures in the 5′ UTR correlated well with clusters of high GC content (Figure S6d in Additional file 7). Based on these predictive analyses, a series of single nucleotide changes were made to the *ARF6* 5′ UTR to remove base-pairing interactions in structured regions. Additionally, a long-range base-pairing interaction expected to obscure the *ARF6* translation start codon was disrupted by mutagenesis. The resulting 5′ UTR, termed *ARF6mut*, was identical in length and overall GC content but its localized structures and GC-rich peaks were removed or reduced (Figure S6e-f in Additional file 7; see the mutated residues in the 'Oligonucleotide' section in Materials and methods). The *ARF6mut* 5′ UTR had an increased ∆G value of -142.4 kcal/mol (compared with the wild-type ∆G_*ARF6* 5′ UTR_ of -264.5 kcal/mol). The introduction of *ARF6mut* into our *luc2CP* reporter decreased the sensitivity of our reporter construct to Silvestrol (Figure 2f), indicating that reducing structure in the 5′ UTR of *ARF6* decreased eIF4A-dependency of the reporter. Taken together, these data demonstrate that structured regions in the 5′ UTR of Silvestrol-sensitive *ARF6* mRNA confer dependence on eIF4A for translation initiation and that the degree of structure correlates with increased sensitivity to eIF4A inhibition.

Gene ontology (GO) analysis of Silvestrol-sensitive genes revealed that a large proportion of eIF4A-dependent genes were involved in cell cycle progression (*P* =7.37 × 10^-7^; Figure 3a). Since the cell cycle is often misregulated in cancer, we explored the biological consequence of Silvestrol treatment by examining the impact of eIF4A inhibition on cell cycle progression. Asynchronous MDA-MB-231 cells were treated with Silvestrol and the cell cycle was monitored by bromodeoxyuridine (BrDU) incorporation and propidium iodide (PI) staining followed by flow cytometry. Silvestrol treatment prevented MDA-MB-231 cells from entering S phase and caused accumulation in the G2 phase of the cell cycle (Figure 3b). To further explore the block to S phase transition, we investigated the effect of Silvestrol in synchronized cells. MDA-MB-231 cells were arrested in early G1 by serum starvation, then released from starvation by the addition of serum-containing medium in the presence or absence of Silvestrol and cell cycle progression was monitored over time. Upon release from serum starvation, cells accumulated in G1 phase, which coincided with a robust block to S phase entry in the presence of Silvestrol. This block was accompanied by a significant increase in sub-G1 cells, indicating the onset of cell death during prolonged drug treatment (Figure 3c, bottom panels). Indeed, GO analysis of our ribosome profiling data predicted that Silvestrol treatment would impair cell survival (*P* =1.12 × 10^-3^; Figure 3a). In this assay, we also observed that cells remaining in S phase after serum starvation were able to enter G2, indicated by a rise in the percentage of G2 cells 24 hours after release in the presence of Silvestrol (Figure 3c, bottom panels). Thus, Silvestrol prevented cells from entering S phase but not G2.

**Figure 3:**
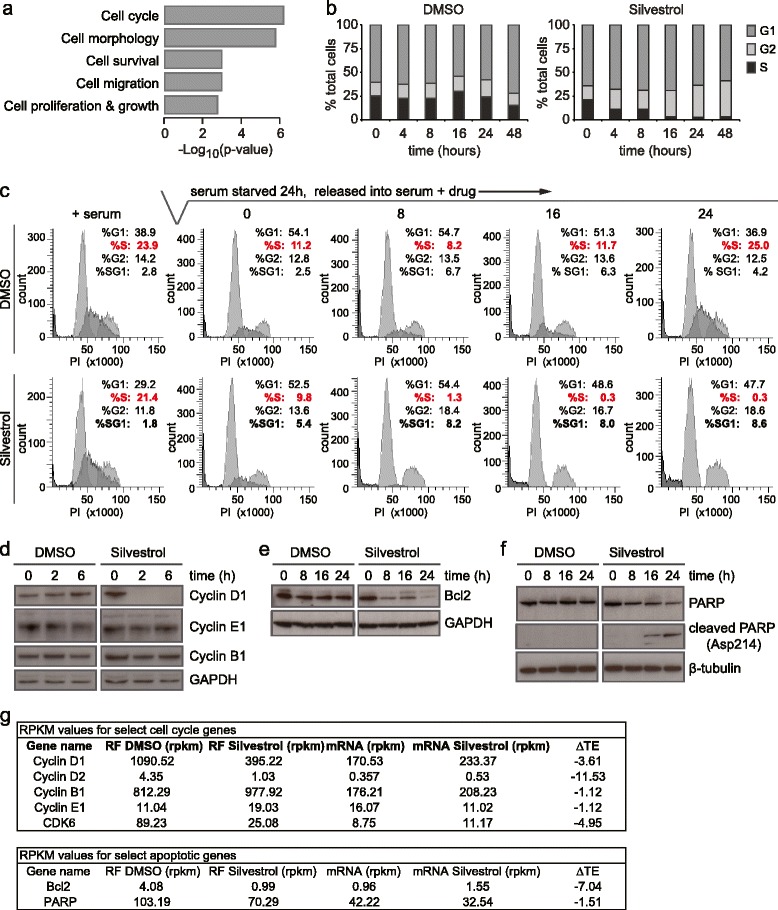
**eIF4A regulates cell cycle progression and apoptosis. (a)** Gene ontology (GO) analysis predictions of the effects of Silvestrol on cancer-related pathways in MDA-MB-231 cells. **(b)** Cell cycle progression of MDA-MB-231 cells was monitored after treatment with DMSO (left) or Silvestrol (right) for 24 hours. Cells were pulsed with bromodeoxyuridine (BrDU) for 30 minutes prior to harvest. Upon harvest, cells were fixed, stained with anti-BrDU-fluorescein isothiocyanate (FITC) antibody and propidium iodide (PI) and analyzed by fluorescence-activated cell sorting (FACS) **(c)** MDA-MB-231 cells were synchronized by serum starvation for 24 hours then released from starvation in the presence of DMSO (top panels) or Silvestrol (bottom panels). The cell cycle was monitored over time by BrDU incorporation and PI staining as in Figure 3a. **(d)** MDA-MB-231 cells were treated with DMSO or Silvestrol for 0, 2 or 6 hours prior to lysis. Lysates were analyzed by Western blotting for proteins indicated. **(e,f)** MDA-MB-231 cells were treated with DMSO or Silvestrol from 0, 8, 16 and 24 hours prior to lysis; lysates were analyzed by Western blotting for indicated proteins. **(g)** Tables showing RPKM values from ribosome profiling data for genes implicated in cell cycle progression (top) and apoptosis (bottom).

Based on our ribosome profiling data, we identified eIF4A-regulated genes that act at the G1/S phase transition. In particular, the translation but not transcription of Cyclin D1, Cyclin D2 and CDK6 was sensitive to Silvestrol treatment (Figure 3g). 

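RF RPKM values of CCND1 fell from 1,070 with DMSO to 335 with Silvestrol in passage 3 and from 1,111 to 455 in passage 4, while its mRNA RPKM rose from 170.5 to 233. Its z-score was −1.85 in passage 3 and −1.44, short of the threshold, with the RFs of passage 4. The log2 RF change of CCND1 was −1.30 (standard error 0.16, adjusted p = 0.020, edgeR's quasi-likelihood test). CDK6 had a z-score of −1.97, and its log2 RF change of −1.71 was several times its standard error of 0.15 (adjusted p = 0.016, edgeR). The mRNA RPKM of CDK6 was 8.75 with DMSO and 11.2 with Silvestrol. CCND2 was scarce in these cells. It had 163 RF reads with DMSO and 19 with Silvestrol in passage 3, and 18 and 2 reads in passage 4. Its z-score was −2.45, and its log2 RF change of −1.75 (standard error 0.60) did not pass the threshold without the block (adjusted p = 0.12, edgeR) but did with it (adjusted p = 3.1e-05). Changes in TE of these genes had adjusted p-values of 0.077 for CCND1, 0.071 for CDK6 and 0.22 for CCND2 in edgeR's interaction test, and of 2.3e-05, 1.6e-05 and 0.0039 with the passage as a block. CCNE1 and CCNB1, which encode Cyclin E1 and Cyclin B1, had z-scores of −0.08 and 0.34, and the former changed sign between passages. The log2 RF change of CCNB1 was 0.39 (standard error 0.15), with an adjusted p of 0.14 without and 4.0e-06 with the block (edgeR). That of CCNE1 was −0.14 (standard error 0.23), with adjusted p-values of 0.70 and 0.41 in the same models.

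**Figure D1:**
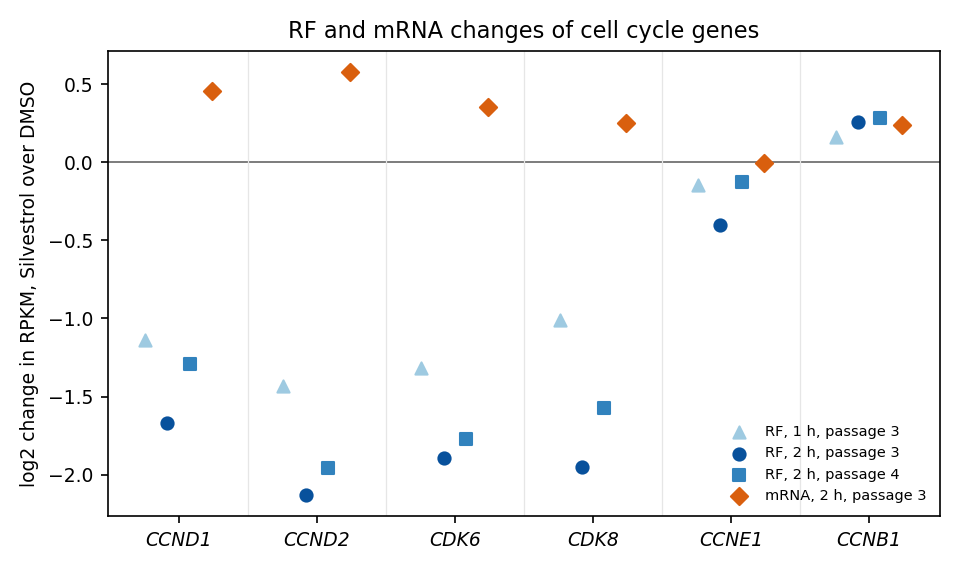
log2 change in RPKM with Silvestrol against DMSO (y axis) for 6 cell cycle genes (x axis), with 1 point per pair of libraries: RFs at 1 h, RFs at 2 h in passages 3 and 4, and mRNA at 2 h. The RF points of CCND1, CCND2, CDK6 and CDK8 lie between −2.13 and −1.01 and their mRNA points between 0.25 and 0.58, while those of CCNE1 and CCNB1 lie closer to 0.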

Upon Silvestrol treatment, we observed a rapid loss of Cyclin D1 protein but no loss of Cyclin E1 or Cyclin B1 protein (Figure 3d). Likewise, we observed a significant, Silvestrol-mediated loss of the anti-apoptotic factor Bcl2 (Figure 3e), attributable to a block in *BCL2* translation rather than transcription (Figure 3g). 

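BCL2 has a 5′ UTR of 882 nucleotides on chromosome 18 of GRCh37, between 60985900 and 60987002. RF RPKM of BCL2 fell from 3.66 to 0.336 in passage 3 and from 4.50 to 1.64 in passage 4, whereas its mRNA RPKM was 0.961 with DMSO and 1.55 with Silvestrol. These values come from 89 and 26 RF reads with DMSO and from 4 RF reads in each Silvestrol library. The log2 RF change was −2.45 with a standard error of 0.73, and its adjusted p was 0.093 without and 1.7e-05 with the passage as a block (edgeR's quasi-likelihood test). The TE change of BCL2 had adjusted p-values of 0.14 and 0.0014 in the same models.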

Loss of Bcl2 protein was accompanied by cleavage of PARP (Figure 3f) and occurred concomitantly with the observed increase in sub-G1 cells (Figure 3c). Together, these data suggest that inhibition of eIF4A in MDA-MB-231 cells primarily blocks cell cycle progression at the G1/S phase transition, likely through loss of Cyclin D1, Cyclin D2 and Cdk6, and induces apoptosis, in part, by inhibiting translation of *BCL2*.

Besides targeting genes important for cell cycle progression and survival, our data indicated that Silvestrol had a significant effect on genes involved in cell migration (*P* =1.13 × 10^-3^; Figure 3a). Indeed, inhibition of eIF4F was recently shown to impair migration of highly metastatic cancers [26]. To explore this further, we measured the migration of MDA-MB-231 cells in a trans-well migration assay. In this assay, cell migration was inhibited at low concentrations of Silvestrol (Figure S7a in Additional file 8) and decreased in a dose-dependent manner. Furthermore, a scratch wound assay showed a block to wound closure in the presence of Silvestrol (Figure S7b,c in Additional file 8). 

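ARF6 had an RF RPKM of 652 with DMSO and 93.3 with Silvestrol in passage 3, and of 224 and 65.2 in passage 4. Its mRNA RPKM was 58.6 with DMSO and 86.3 with Silvestrol. The z-score was −3.12, and −2.05 with the RFs of passage 4. ARF6 had 1,332 RF reads with DMSO and 251 with Silvestrol in passage 3, and edgeR's log2 RF change was −0.80 (standard error 0.26), with an adjusted p of 0.11 without and 1.1e-07 with the passage as a block. The counted length of ARF6, taken as reads over RPKM, differed between libraries, being 2.65 times larger with Silvestrol than with DMSO in passage 3 and 2.47 times larger in passage 4. RPKM is divided by this length and read counts are not. With an offset for the counted length, added after the values were seen, the log2 RF change was −2.32 (adjusted p = 0.058, edgeR).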

Among the genes we identified as Silvestrol-sensitive, *ARF6* is a master regulator of cell migration in MDA-MB-231 cells [27,28]. In our study, inhibition of cell migration was accompanied by a loss of Arf6 protein in a time-dependent manner similar to the impairment of migration (Figure S7d in Additional file 8).

Recently, an in-depth investigation into the genome-wide program of mTOR-regulated genes identified a subset of growth-related mRNAs regulated by eIF4E via the 4E-binding proteins 4E-BP1/2. This pool of mRNAs was overwhelmingly characterized by the presence of 5′ TOP and 5′ TOP-like sequences adjacent to the 5′-m^7^GTP cap and lacked mRNAs with long, structured 5′ UTRs [15,16]. 

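The mRNAs of ribosomal proteins and elongation factors are the best known carriers of 5′ TOP sequences. With Silvestrol, 0 of 24 small subunit (RPS) genes, 0 of 31 large subunit (RPL) genes and 0 of 3 elongation factor (EEF) genes had a z-score below −1.5. The median z-score was 2.1 for RPS, 1.4 for RPL and 0.72 for EEF genes, and 17 RPS and 14 RPL genes had a z-score above 1.5. With the RFs of passage 4 the medians were 1.2 for RPS and 0.35 for RPL genes, and 1 RPS and 2 RPL genes had a z-score below −1.5. All these values are divided by the same mRNA libraries. From RFs alone, RPS and RPL genes together had a median z-score of 1.31 in passage 3, of −0.06 in passage 4 and of −1.04 at 1 h. Many of these genes share reads with pseudogenes, and a median of 11.4% of their coding positions was counted. In the annotation, 582 of 692 genes with reduced TE had more than 1 distinct 5′ UTR, 84.1% with a 95% confidence interval from 81.2% to 86.6% (Wilson). Among insensitive genes the share was 83.4% (7,623 of 9,141), which was not different (Fisher's exact test, p = 0.67, odds ratio 1.05). With most genes of both classes positive, this measure leaves little room for a difference, and its shares may not be comparable with the paper's, which come from another annotation.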

Unexpectedly, we found that the population of eIF4A-dependent mRNAs did not carry 5′ UTRs bearing 5′ TOP sequences, but was rather characterized by long, complex 5′ UTRs containing significant structure and an increased prevalence of 5′ UTR sequences with alternative transcription start sites (TSSs) or 5′ UTR introns. We collectively term these ‘variant 5′ UTRs’ (Figure 4a). Taken together, these data suggest that diminishing eIF4F assembly through 4E-BP1/2 is not equivalent to direct abrogation of eIF4A helicase activity. These intriguing observations imply that the subset of eIF4A-dependent mRNAs is distinct from those which rely on efficient eIF4F assembly for translation. To explore this idea, we selected two cell lines, MDA-MB-231 and PC-3 prostate cancer cells, for their known sensitivity to inhibition of either eIF4A or mTOR. We first treated MDA-MB-231 or PC-3 cells with DMSO, Silvestrol or INK128, a catalytic mTOR inhibitor, and analyzed lysates by Western blot for two eIF4A-sensitive proteins, Cyclin D1 and Arf6. We found that neither Arf6 nor Cyclin D1 protein production was affected by INK128 treatment of MDA-MB-231 (Figure S8a in Additional file 9) or PC-3 cells (Figure S8b in Additional file 9). This clue that eIF4A and mTOR/4E-BPs differentially affect translation lead us to hypothesize that catalytic inhibition of mTOR in combination with Silvestrol would have additive rather than synergistic or epistatic activity compared with Silvestrol alone. To test this, cells were treated with Silvestrol in combination with one of two catalytic mTOR inhibitors, PP242 or INK128 [15], and survival was measured 72 hours after exposure. The inclusion of INK128 had an additive effect on cell survival compared with treatment with Silvestrol alone in both cell lines (Figure 4b,c; Figure S9a,b in Additional file 10). Likewise, treatment with PP242 was additive in combination with Silvestrol as further inhibition of survival in both cell types was observed even at very low concentrations of compound (Figure S9c-f in Additional file 10). Dose-matrix plots of these data (lower panels of Figure S9a,b,e,f in Additional file 10) are best described by a highest single agent- or Bliss-like masking model in which dual inhibition of targets across two intersecting pathways is required for full inhibition [29].

**Figure 4:**
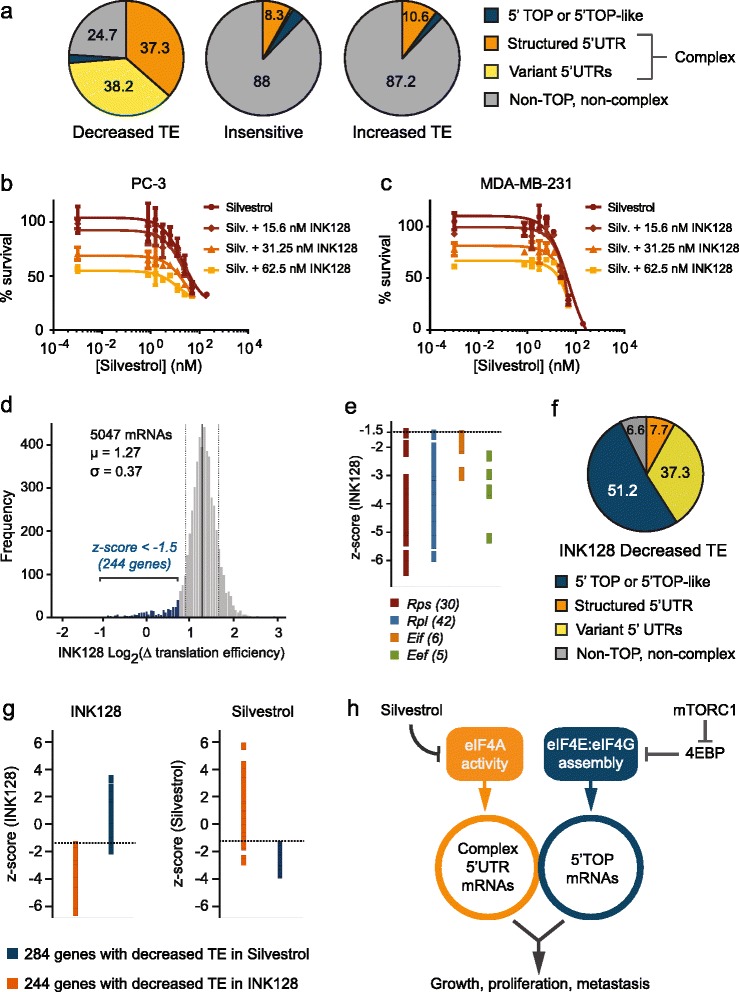
**eIF4A regulates the TE of a discrete mRNA subset with common features. (a)** 5′ UTR sequences from Silvestrol-responsive genes were analyzed for secondary structure, variant 5′ UTRs and 5′ TOP sequences. Complex 5′ UTRs are defined as those with significant secondary structure (∆G < -104 kcal/mol) or annotated 5′ UTR variants. Genes with decreased TE: 37.3% structured, 38.2% variant, 2.3% 5′ TOP or 5′ TOP-like, 24.7% non-TOP and non-complex. Insensitive TE genes: 8.3% structured, 0.3% variant, 3.7% 5′ TOP or 5′ TOP-like, 88% non-TOP and non-complex. Genes with increased TE: 10.6% structured, 0% variant, 2.1% 5′ TOP or 5′ TOP-like, 87.2% non-TOP and non-complex. **(b,c)** PC-3 (b) or MDA-MB-231 (c) cells were treated with increasing concentrations of Silvestrol in combination with INK128 at fixed doses: 15.6 nM, 31.25 nM and 62.5 nM. Cell viability was measured by CellTiter-Glo after 3 days. **(d)** Distribution of changes in TE upon INK128 treatment of MDA-MB-231 cells. INK128-sensitive genes with decreased TE (z-score < -1.5) are indicated. Population mean indicated by a solid vertical line; dotted vertical lines indicate σ values above and below the mean. **(e)** z-scores for INK128-dependent changes in TE for known 5′ TOP mRNAs. The dotted line is drawn at z-score = -1.5. **(f)** 5′ UTR characteristics for genes with INK128-dependent reduction in TE; 51.2% 5′ TOP or 5′ TOP-like, 37.3% variant, 7.7% structured and 6.6% non-TOP and non-complex. **(g)** z-scores of transcripts in INK128-treated (left panel) or Silvestrol-treated (right panel) MDA-MB-231 cells. Each point represents a single gene; genes in orange had decreased TE in INK128 while those in blue had decreased TE in Silvestrol. Dotted lines are drawn at z-score = -1.5. **(h)** A model proposing that the subset of mRNAs most sensitive to eIF4A inhibition is distinct from the pool of mRNAs regulated via mTOR-mediated assembly of eIF4E and eIF4G.

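Folding energies below −104 kcal/mol, the threshold that the paper uses for structured 5′ UTRs, were computed for 472 of the 692 5′ UTRs of genes with reduced TE (68.2%), for 2,084 of those of insensitive genes (22.8%) and for 32 of those of genes with increased TE (6.43%). These shares use RNAfold's minimum free energies, while the threshold was set on CONTRAfold's scale.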

To evaluate whether mTOR inhibition specifically reduces the translation of a different mRNA subset from that regulated by eIF4A, we performed ribosome profiling of MDA-MB-231 cells treated with INK128. 

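INK128 is an inhibitor of the mTOR kinase. The INK128 experiment comprised 4 libraries of MDA-MB-231 cells, 1 RF and 1 RNA library from cells given DMSO and 1 of each from cells given 200 nM INK128, all for 2 h. The sample labels call the RNA libraries total RNA, whereas the methods describe polyadenylated mRNA. With 1 library per condition there is no replicate check and no test across conditions. The authors deposited FPKM values per gene, without read counts, for 13,122 gene symbols, of which 1,366 are not protein coding genes of the RefSeq list. Depth per library is unknown. In the 1,000 genes with the lowest total RNA FPKM, the commonest ratio of INK128 to DMSO was 1.055, found in 36 genes, and for RF FPKM it was 1.01, found in 12 genes, too few to tell what a read was worth in each library. Protein coding genes took 0.471% of the total RNA FPKM with DMSO and 0.233% with INK128. TE was computed as RF FPKM over total RNA FPKM. The filter on RF and RNA means was that of the Silvestrol experiment, and it kept 7,103 genes.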

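The log2 change in TE with INK128 had a mean of 1.12 and an SD of 0.51 across genes, and 396 genes had a z-score below −1.5. A z-score from the median and MAD moved this number to 870 of the same genes, and the strictest filter, a mean FPKM of at least 5 in both assays, to 44 genes of 906. The 5 lowest z-scores belonged to noncoding RNAs: RNU5E-1 (−30.2), MIRLET7A3 (−10.7), MIR22 (−10.3), SNORD88B (−9.48) and MIR331 (−9.02). When only protein coding genes were used, a choice made after these values were seen, 386 of 6,581 genes had a z-score below −1.5, and 203 of them were among the 396. The lowest z-scores were then those of RPS18 (−6.09), RPS12 (−5.93), RPL12 (−5.65), RPS27 (−5.64) and TPT1 (−5.58).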

We identified 244 transcripts that showed reduced TE in the presence of INK128 (Figure 4d). This pool of mTOR-dependent genes shared only one member in common with those showing decreased TE in the presence of Silvestrol and was identical to the pool of genes identified as mTOR-dependent by Hsieh *et al*. [15] and Thoreen *et al*. [16] (Table S6 in Additional file 2). Moreover, INK128-sensitive transcripts were predominantly composed of known 5′ TOP mRNAs (Figure 4e) as well as transcripts bearing 5′ TOP-like sequences [16,30] and largely unstructured 5′ UTRs (Figure 4f). 

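Both experiments measured 6,159 genes, of which 144 had reduced TE with INK128 and 311 had reduced TE with Silvestrol. The lists shared 2 genes, DDIT3 and IFRD1, where 7.27 would be shared by chance (odds ratio 0.260, Fisher's exact test, 2-sided, p = 0.050; genes are not independent replicates). The filter moved this result most. Without minimum values 23 of 10,794 genes were shared, against 19.9 by chance (odds ratio 1.17, Fisher's exact test, p = 0.48), and with a stricter minimum of 1 for both means only IFRD1 was shared. Restricted to protein coding genes, the lists of 310 genes each shared 7, fewer than the 15.6 given by chance (Fisher's exact test, p = 0.016). DDIT3 had z-scores of −2.48 with Silvestrol and −2.24 with INK128, and IFRD1 had z-scores of −2.55 and −2.65.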

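With INK128, 28 of 33 RPS genes, 39 of 52 RPL genes and 5 of 6 EEF genes had a z-score below −1.5. Median z-scores were −2.6, −2.1 and −2.1, and none of 10,000 random lists matched on RF FPKM had as low a median as the RPS or the RPL genes. Initiation factor (EIF) genes had a median of −0.02, and 2 of 42 were below −1.5. From the RF change alone the medians were −3.4 for RPS, −2.9 for RPL, −3.3 for EEF and −0.30 for EIF genes, and the EIF genes moved most relative to matched lists. Of the 159 genes with reduced TE whose 5′ UTR was folded, 10 (6.29%) lay below −104 kcal/mol, against 23.5% of 6,024 insensitive genes. Folding was limited to genes with an RF RPKM above 0.3 in the Silvestrol experiment. All 200 annotated 5′ UTRs of genes with reduced TE had a median length of 56.0 nucleotides, against 120 nucleotides in 6,254 insensitive genes.

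**Figure D2:**
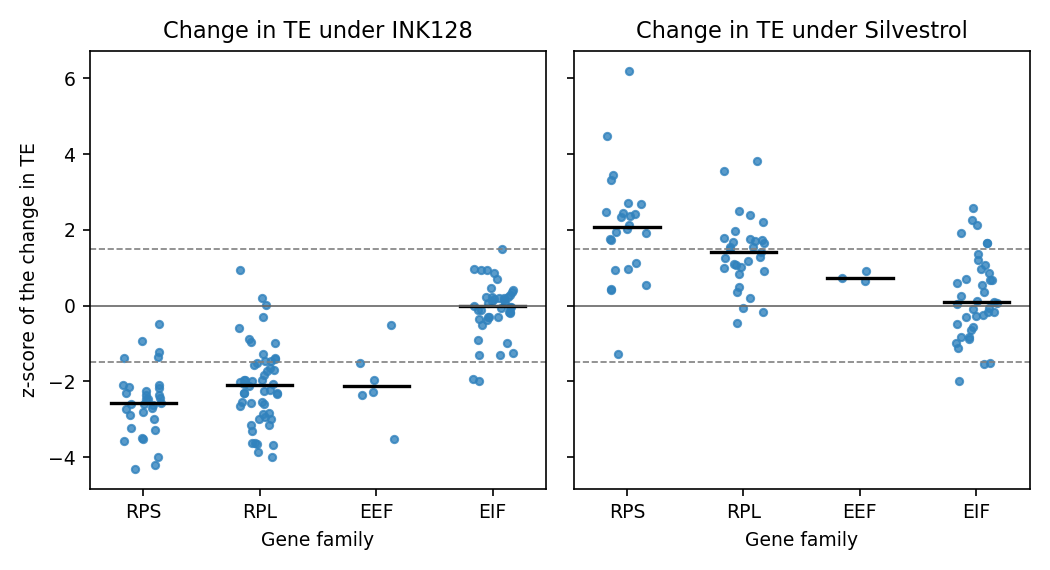
z-scores of the change in TE (y axis) for RPS, RPL, EEF and EIF genes (x axis) with INK128 and with Silvestrol. Each point is 1 gene, black lines are medians and dashed lines mark −1.5 and 1.5; RPS, RPL and EEF medians lie below 0 with INK128 and above 0 with Silvestrol, and the EIF medians of −0.02 and 0.09 lie near 0, where the Silvestrol median is below the 0.27 of matched lists but above theirs (0.39 against 0.32) from the RF change alone.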

Notably, we found that variant 5′ UTRs occurred in INK128-dependent mRNAs at nearly the same frequency as in those showing decreased TE in Silvestrol (Figure 4f, compared with Figure 4a), though none of these genes were common to both pools (Table S6 in Additional file 2). Indeed, the TE of INK128-sensitive genes was not reduced in Silvestrol-treated cells, nor did Silvestrol-sensitive genes show reduced TE upon INK128 treatment (Figure 4g). 

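More than 1 annotated 5′ UTR was found for 137 of 200 genes with reduced TE under INK128 that had an annotated 5′ UTR (68.5%), and for 5,249 of 6,254 insensitive genes (83.9%; Fisher's exact test, p = 1.1e-07, odds ratio 0.416). The 200 genes are those of the 396 that are protein coding and were matched to the annotation.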

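The 144 genes with reduced TE under INK128 had a median z-score of 0.80 with Silvestrol, higher than in each of 10,000 random lists matched on mean expression, whose typical median was 0.19, and 76.4% of them had a z-score above 0. The full INK128 list held 28 RPS and 39 RPL genes. From RFs alone, the rise of these families with Silvestrol did not recur outside passage 3. Their median z-score was −0.06 in passage 4 and −1.04 at 1 h. How far the value of 0.80 rests on these families was not tested. The 311 genes with reduced TE under Silvestrol had a median z-score of 0.24 with INK128, against 0.18 in matched lists, which places it at percentile 96.5. Across all shared genes, the changes in TE with both drugs correlated weakly and inversely (Pearson's r = −0.13, Spearman's rho = −0.11; genes are not independent replicates). The experiments had separate DMSO libraries. The RF change alone moved r most, to −0.23. The paper proposes that these drugs act on discrete pools of mRNAs. Its grounds include the small overlap, the z-scores of each list with the other drug and the different 5′ UTR features of the lists. They also include Western blots of Arf6 and Cyclin D1 with INK128 and additive effects of the drugs on cell survival, which were not analysed here.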

Taken together, these data support a model in which the pool of mRNAs that are regulated through the assembly of eIF4E with eIF4F components is discrete from the mRNA subset that depends on eIF4A activity for efficient translation (Figure 4h).

## Discussion

Here we confirm and refine the long-standing hypothesis that the eIF4F heterotrimer selectively regulates the translation of mRNAs with long, structured 5′ UTRs and provide a genome-wide account of genes that rely on eIF4A activity for translation. Previous studies have shown that structured RNA elements derived from exogenous sources increased dependency on eIF4F when added to 5′ UTR reporters [14,17–20]. However, our work provides the first evidence that this principal is upheld in the context of the entire transcriptome and the first demonstration that structured 5′ UTRs derived directly from cellular transcripts confer dependence on eIF4A for efficient translation.

While our data confirm that structured 5′ UTRs require eIF4A activity, this work indicates that the length and structure of the 5′ UTR are not the only features that confer eIF4A dependence. In addition to increased secondary structure and length, we observed that 38.16% of Silvestrol-sensitive genes have the capacity to encode multiple 5′ UTR variants while only 0.3% of insensitive genes carry a variant 5′ UTR (Figure 4a; Table S4 in Additional file 2). These variants are characterized by the presence of alternative TSSs or 5′ UTR introns that are not prevalent in Silvestrol-insensitive genes. This unforeseen observation suggests that modification of the 5′ UTR, resulting from the use of alternative TSSs or alternative splicing events, could convey different modes of translational control on otherwise similar mRNA transcripts. 

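Counting only genes whose 5′ UTRs begin at more than 1 annotated start site gave 576 of 692 genes with reduced TE (83.2%) and 7,596 of the insensitive genes (83.1%; Fisher's exact test, p = 0.96). In genes with increased TE, 79.5% had more than 1 distinct 5′ UTR, fewer than in insensitive genes (396 of 498, Fisher's exact test, p = 0.027).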

One attractive hypothesis is that alternative splicing of 5′ UTR sequences facilitates translation of spliced mRNAs through recruitment of eIF4A3. In support of this, evidence suggests that the role of eIF4A3 in translation includes the ATP-dependent rearrangement of protein-protein or protein-mRNA complexes since this nuclear isoform of eIF4A binds mRNAs at exon junctions [31–33]. Understanding how and when alternative TSSs or splicing events are used to generate 5′ UTR variants and exploring the mechanisms by which such variants are regulated by the translation machinery are intriguing avenues for future investigation.

The observation that translation of *CyclinD1*, which bears a relatively short, unstructured 5′ UTR, was strongly regulated in an eIF4A-dependent manner was unanticipated. Indeed, eIF4A has been shown to enhance pre-initiation complex scanning even on mRNAs with unstructured 5′ UTRs [19]. Consistent with this, we observed that the less-structured 5′ UTR of *CyclinD1* is unable to impart Silvestrol-sensitivity to our reporter yet the translation of *CyclinD1* itself is sensitive to eIF4A inhibition (Figure 3c). These observations suggest that some determinants of eIF4A dependence, which govern the translation of *CyclinD1* and possibly other transcripts with unstructured 5′ UTRs, have yet to be discovered. Alternatively, the observed decrease in *CyclinD1* translation could be the result of an indirect effect, whereby the translation of a regulatory factor governing *CyclinD1* is itself modulated by Silvestrol.

While this manuscript was under revision, a similar study using Silvestrol in T-cell acute lymphoblastic leukemia was published by Wolfe *et al*. [34]. The results of this study agree with our findings that eIF4A regulates transcripts with long, structured 5′ UTRs and show that an additional 9- or 12-nucleotide guanine quartet, (CGG)_4_, marks eIF4A-dependent transcripts. 

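The repeat (CGG)4 occurred in 64 of the 692 annotated 5′ UTRs of genes with reduced TE, or 9.25% (95% Wilson confidence interval from 7.31% to 11.6%). Among insensitive genes it occurred in 413 5′ UTRs, or 4.52% (from 4.11% to 4.96%), so it was more frequent in genes with reduced TE (odds ratio 2.15, Fisher's exact test, p = 4.7e-07). These shares are per 5′ UTR and were not corrected for length, whose mean was 455.7 against 173.6 nucleotides. Whether the repeat is also more frequent per nucleotide was not tested. In genes with increased TE the repeat was found in 3 of 498, or 0.602%. Counting any annotated 5′ UTR of a gene raised the share in genes with reduced TE to 10.5%.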

In our study, approximately 25% of 5′ UTRs from genes with reduced TE in MDA-MB-231 cells contain this repeat. Notably, an intact (CGG)_4_ motif is present in both the *ARF6* and *ARF6mut* 5′ UTR reporter constructs (see Materials and methods), which display differential sensitivities to eIF4A inhibition. Thus, additional 5′ UTR structural features contribute significantly to eIF4A-mediated translation. While the guanine quartet marks a subset of eIF4A-dependent transcripts, our data indicate that the presence of a (CGG)_4_ motif in the 5′ UTR is not a sole determinant of eIF4A dependence.

Finally, we observed that many 5′ UTRs from Silvestrol-insensitive mRNAs have extremely low ∆G values and some of these values overlap with those of Silvestrol-sensitive genes. One possible explanation is that helicases with a redundant function in translation, such as DHX29, might serve to unwind highly structured mRNAs when eIF4A activity is compromised [35].

In addition to describing mRNA features that contribute to eIF4A dependence, transcriptome-wide ribosome profiling of Silvestrol-treated cells provided genetic insight into the physiological consequences of eIF4A inhibition. Silvestrol-related compounds have been suggested to block progression through the cell cycle [36] yet the genetic basis for this block has not been well explored. We found that ribosome occupancy of specific transcripts, such as *CyclinD1*, *CyclinD2*, *CDK6* and *CDK8*, which regulate cell cycle progression, is reduced by Silvestrol treatment (Figure 3g; Table S2 in Additional file 2) and that Cyclin D1 protein levels drop significantly upon eIF4A inhibition. 

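CDK8 had an RF RPKM of 10.6 with DMSO and 2.75 with Silvestrol in passage 3, and of 8.64 and 2.91 in passage 4. The log2 RF change was −1.61 (standard error 0.28, adjusted p = 0.033, edgeR's quasi-likelihood test), and the z-score was −1.93. The Silvestrol value of passage 4 rests on 14 reads. In the test of the TE change its adjusted p was 0.11, and 0.0018 with the passage as a block. The 5′ UTR of CDK8 has 513 nucleotides and a folding energy of −250.7 kcal/mol.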

Notably, Cyclin E1 and Cyclin B1 production was unaffected by Silvestrol, demonstrating that loss of Cyclin D1 is specific and cannot be attributed to the short half-life of the protein. Furthermore, Silvestrol-like compounds induced apoptosis through Caspase 9 cleavage in LNCaP cells [36]. 

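As a signed fold, in which a negative value is a decrease, the TE change of BCL2 was −17.6 with the RFs of passage 3 and −4.43 with those of passage 4. The geometric mean of the passages gave −8.83. The z-score of BCL2 was −3.91 in passage 3 and −1.86 in passage 4, and both rest on 4 RF reads with Silvestrol.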

We found that Silvestrol caused a significant loss of ribosomes on the *BCL2* transcript and a loss of Bcl2 protein (Table S2 in Additional file 2; Figure 3e,g; ∆TE = -7.04). Depletion of Bcl2 correlated with an observed increase in sub-G1 cells (Figure 3c bottom panels) and cleavage of PARP (Figure 3f), suggesting that eIF4A mediates cell survival, at least in part, by regulating *BCL2* translation. Finally, a previous study found that eIF4F inhibition impaired cell migration in highly metastatic TM15 breast cancer cells [26]. Accordingly, our work indicates that cell migration is regulated in an eIF4A-dependent manner (Figure 3a; Additional file 6). We show that Silvestrol strongly blocks ribosome assembly on *ARF6* (Table S2 in Additional file 2; ∆TE = -13.14), a key regulator of migration, and causes loss of Arf6 protein (Figure S5d in Additional file 6). Indeed, silencing *ARF6* in MDA-MB-231 cells has been shown to impair migration and invasion [27] and *ARF6* overexpression in conjunction with a partner, *Gep100*, triggered invasion in non-invasive MCF-7 cells [28]. 

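The signed fold of ARF6 was −10.3 with the RFs of passage 3 and −5.07 with those of passage 4. From read counts, which do not take the unequal counted length of ARF6 into account, edgeR's log2 TE change was −1.08 (standard error 0.40, adjusted p = 0.18, and 0.0031 with the passage as a block). The offset for counted length put it at −2.75 (adjusted p = 0.15, edgeR).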

Our data indicate that eIF4F mediates cell migration through eIF4A yet, taken jointly with our cell survival results, the impact of eIF4A inhibition on migration cannot be separated from the induction of cell death. Since apoptosis becomes evident in MDA-MB-231 cells 8 hours after exposure to Silvestrol (Figure 3c,f), measurements of cell migration taken beyond 8 hours in compound should be interpreted with caution. Nevertheless, the novel finding that *ARF6* translation relies on eIF4A activity highlights the central role of this helicase in controlling metastatic potential in MDA-MB-231 cells. Our findings illustrate the impact of Silvestrol on cellular processes with pro-oncogenic properties and highlight translation initiation as a principal regulatory node in malignant progression.

Importantly, the helicase activity of eIF4A *in vitro* is known to be strongly stimulated by its association with other initiation factors, namely eIF4G, eIF4B and eIF4H [37,38]. Thus, eIF4A requires interaction with partner proteins for efficient activity. Our findings suggest that abrogating eIF4A activity is not equivalent to interrupting the assembly of eIF4E and eIF4G, since inhibition of both appears to be required to achieve a maximal block to eIF4F function. If disrupting the integrity of eIF4E-eIF4G interaction were equivalent to abolishing eIF4A activity, we would not have expected the effects of Silvestrol and mTOR inhibitors to be additive. Furthermore, the pool of transcripts most dependent on eIF4A for translation is distinct from those impacted by mTOR inhibition, which abrogates eIF4E-eIF4G assembly. This holds true both in the identity of genes which comprise each pool and in the features that define their dependency. These observations may be explained by one or more of the following possibilities. First, different isoforms of the canonical eIF4F complex may exist that have variable activity and/or differential target transcripts. Indeed, eIF4G2, a homolog of eIF4G, significantly impacts protein synthesis [39] but does not bind eIF4E and is not required for translation of 5′ TOP mRNAs [16,40]. Second, stimulation of eIF4A activity could occur through an eIF4E-independent mechanism, thereby diminishing the requirement for eIF4E:eIF4G assembly on certain transcripts. Third, eIF4E and eIF4G may have the capacity to assemble and recruit translation machinery in the absence of eIF4A. This would suggest that eIF4A is only stringently required on transcripts with long, structured 5′ termini and, possibly, 5′ UTR introns. Fourth, association of eIF4A in the eIF4F complex may be sufficient for activation of eIF4F-mediated translation even in the absence of helicase activity. In this scenario, the active helicase would only be required when scanning initiation complexes encounter structured regions in target transcripts. Alternatively, association of eIF4A with certain unstructured or short 5′ UTRs, with or without associated factors, might negatively impact translation. Under these circumstances, blocking eIF4A activity would relieve inhibition and may underlie the observation that a small subset of transcripts exhibit increased TE when exposed to Silvestrol. These intriguing possibilities warrant further dissection of the interactions between initiation factors, their assembly on target mRNAs and the role of mRNA elements in mediating translation regulation within the cell. Such studies will be required to fully understand the individual contributions of eIF4F components to translation initiation.

## Conclusions

Here we provide the first genome-wide profile of the translational signature of eIF4A and show that this helicase regulates the translation of specific mRNAs involved in proliferation, survival and metastasis, consistent with the notion that eIF4F acts at an important node in tumorigenesis. We also find that the population of eIF4A-dependent mRNAs is distinct from those that depend on 4E-BP-mediated assembly of eIF4E and eIF4G. In support of this notion we observed that catalytic mTOR inhibitors, which block the assembly of eIF4F, additively blocked cell proliferation when used in combination with Silvestrol. These observations raise the possibility that anti-cancer therapies aimed at blocking translation would be more effective if multiple governing factors were inhibited in combination. Additionally, the effect of a single agent targeting the translation apparatus could be overcome by increased activity of a parallel pathway, thereby increasing the likelihood of acquired resistance. We propose that eIF4F target mRNAs have differential requirements for individual components of the complex, and possibly other initiation factors, that allow for dynamic regulation of their translation. If this were true, alterations to the balance of each subunit in eIF4F could uniquely influence malignant transformation by impacting the translation of discrete mRNA subsets. This could lead to altered proteomic landscapes with signatures that differ depending on which eIF4F component drives transformation. Genome-wide dissection of the translational output of individual eIF4F constituents and other initiation factors will be critical for our understanding of malignant progression and will guide future efforts aimed at targeting this central hub in cancer signaling. Moreover, further analyses of cancer-specific translational profiles will likely uncover novel biomarkers for malignant subtypes and enlighten the mechanisms of resistance to current cancer therapies.

## Materials and methods

### Cell proliferation assays

Cells were seeded at a density of 1 × 10^3^ cells/well in 96-well plates and treated with Silvestrol at the following final concentrations: 3, 1, 0.3, 0.1, 0.03, 0.01, and 0 μM. Plates were incubated for 3 days and cell viability was measured using CellTiter-Glo luminescent viability reagent (Promega, Sunnyvale, CA USA).

### Metabolic labeling

MDA-MB-231 cells were seeded at a density of 3 × 10^5^ cells/well in 6-well format and grown overnight. 24 hours after seeding, cells were washed in 1× phosphate-buffered saline (PBSand media was replaced with RPMI lacking methionine; cells were incubated in the absence of methionine for 1 hour. Methionine-free medium containing Silvestrol was added to each well and cells were pulsed with 0.1 mCi/ml ^35^S-methionine/cysteine (EasyTag EXPRESS^35^S Protein Labeling Mix, Perkin Elmer #NEG77200, Santa Clara, CA, USA) for 10 minutes prior to harvest. Cells were lysed in RIPA buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 2 mM EDTA pH8, 1% TritonX-100, 1% sodium deoxycholate, 0.1% SDS) containing complete EDTA-free protease inhibitors (Roche #11836170001, Indianapolis, IN, USA), and phosphatase inhibitors (PhosSTOP, Roche #04906837001). Total protein was trichloroacetic acid (TCA precipitated and the radioactive counts were measured by scintillation counting. Protein content in cell lysates was quantified using BCA reagent (Thermo Scientific #23228, Rockford, IL, USA) and used to normalize radioactive counts in TCA precipitated protein.

### Polysome analysis and fractionation

Cells were seeded at a density of 4 × 10^6^ cells/plate in 15 cm plates and grown overnight. Cells were then treated with DMSO or Silvestrol (25 nM) for 2 hours prior to harvest. At time of harvest, 100 μg/ml cycloheximide (Sigma-Aldrich, St. Louis, MO, USA) was added to each plate and incubated for 1 minute. Cells were washed twice in ice-cold 1× PBS +100 μg/ml cycloheximide and lysed in ice-cold polysome lysis buffer (12.5 mM Tris pH7, 7.5 mM Tris pH8, 15 mM MgCl_2_, 200 mM NaCl, 1 mM DTT, 8% glycerol, 100 μg/ml cycloheximide, 24 U/ml Turbo DNase I (Life Technologies #AM2238, Grand Island, NY, USA), 1% TritonX-100 ). Sucrose gradients (10 to 50%) were created by layering 10% and 50% sucrose solutions (15 mM Tris pH8, 100 mM KCl, 3 mM MgCl_2_, 1 mM DTT, 100 μg/ml cycloheximide, 20 U/ml Superase Inhibitor (Ambion #AM2696), 10 or 50% RNase-free sucrose) into Seton tubes (Seton Scientific #7030, Los Gatos, CA, USA) followed by mixing with the BioComp Gradient maker set at an 81.5° angle at 16 rpm (BioComp Instruments, Fredericton, NB, Canada). Lysates were layered on top of each gradient and subjected to ultracentrifugation in an SW41-Ti rotor at 35,000 rpm at 4°C for 3 hours. Polysome profiles were analyzed using a BioComp Gradient Station at constant speed with optical monitoring at a 260 nm wavelength. For polysome fractionation experiments, 1 ml fractions were collected and stored at -80°C for subsequent RNA isolation followed by quantitative RT-PCR.

### Preparation of samples for ribosome profiling

Ribosome profiling was performed as previously described [11,41] with some modifications. Briefly, MDA-MB-231 cells were treated with Silvestrol (25 nM for 1or 2 hours), DMSO (1:4,000 for 1 or 2 hours) or INK128 (200 nM for 2 hours). After treatment cells were washed twice in cold PBS containing cycloheximide (100 μg/ml) and lysed in lysis buffer (20 mM Tris pH7, 1% TritonX-100, 220 mM NaCl, 15 mM MgCl_2_, 1 mM DTT, 8% glycerol, 100 μg/ml cycloheximide (Sigma), 24 U/ml Turbo DNAse (Ambion)). Lysates were clarified, treated with RNAse I (Ambion) and overlaid on a 34% sucrose cushion. Monosomes were isolated by centrifugation at 69,000 rpm for 4 hours in a TLA110 rotor. Ribosome protected RNA fragments (RFs) were isolated from monosome fractions by acidic-phenol extraction and used to generate libraries for sequencing. The genome-aligned RF profiles in Additional file 3 represent the count of bases occupying the ribosomal P-site, calculated by mapping the p-offset for sequencing reads.

### Preparation of samples for mRNA-Seq

Total RNA was extracted from MDA-MB-231 cells using Trizol (Life Technologies #15596026, Grand Island, NY, USA) following the manufacturer’s guidelines. Polyadenylated RNA was isolated from the total fraction using Oligotex mRNA kit (Qiagen #70022, Germantown, MD, USA). The resulting mRNA was partially fragmented by alkaline hydrolysis with sodium carbonate to generate approximately 150-nucleotide fragments on average. RNA fragments of 40 to 100 nucleotides were isolated by gel extraction and used to generate libraries for mRNA-Seq. The genome-aligned mRNA profiles in Additional file 3 represent counts of the 5′-terminal bases of sequencing reads.

### Library generation and sequencing

Strand-specific libraries were generated as described [11,41] with modifications described in Stern-Ginnosaur *et al*. [13]. Samples were sequenced on the Illumina HiSeq 2000 using the TruSeq SBS Kit v3 50 cycles (Illumina #FC-401-3002, San Diego, CA, USA), yielding single end reads that were 50 base pairs in length.

### Sequencing data analysis

Sequence analysis was performed as described [13]. Briefly, linker and polyA sequences were removed from the 3′ end reads prior to alignment. Reads were then aligned with Bowtie [42] with no more than two mismatches allowed end-to-end (-v2) and with reporting up to 16 alignments (-a –m -16). Sequences aligning to rRNA were discarded and the remaining reads were aligned in parallel to the human genome (hg19) as well as to UCSC KnownGene canonical transcripts [43]. These alignments were merged and uniquely mapped reads were counted to calculate the mRNA and ribosome footprint RPKM value. Genomic positions with non-uniquely aligned reads as well as positions that overlapped with more than one KnownGene canonical transcript were excluded from the RPKM calculation. When computing counts for mRNA-Seq data, the count was assigned to the genomic position corresponding to the middle of each read. For RF-Seq reads, counts were assigned to the genomic location that corresponded to the 5′-most base present in the P-site of the ribosome which protected the mRNA fragment from RNase I digestion. The location of the P-site in RF reads was calculated based on the mapped distance from the 5′-terminal base to the base occupying the P-site of the translating ribosome [11,13,41]. The RPKM values per gene for mRNA-Seq and RF-Seq were visualized using Spotfire Analytic software (TIBCO, Boston, MA, USA). The genome-aligned RF profiles in Additional file 3 represent the count of bases occupying the ribosome P-site; corresponding mRNA profiles represent counts of the 5′ terminal bases of sequenced reads.

### 5′ UTR analysis

5′ UTR sequences were retrieved from Ensemble using RefSeq mRNA numbers as query. Folding energies of the resulting sequences were analyzed using CONTRAfold [25] and McCaskill [44] RNA structure prediction algorithms.

### Reporter constructs

The CMV promoter was amplified by PCR and cloned into the SacI restriction site of pGL4.25 to create vector pGL4.25CMV. The promoter was subsequently mutagenized at a single site to remove an internal NcoI site and create vector pMH2. 5′ UTR sequences from *CyclinD1* and *ROCK1* were reverse transcribed from total RNA isolated from MDA-MB-231 cells (SuperScript III, Invitrogen #18080-051) and the resulting cDNA was amplified by high-fidelity PCR using 5′ UTR-specific oligonucleotides. The 5′ UTRs for *ARF6*, *ARF6mut* and *PFN2* were synthesized by Blue Heron Biotechnology (Bothell, WA, USA). 5′ UTRs were subcloned into the NcoI site of vector pMH2 to create vectors pCR300, pCR301, pCR302, pCR303, and pCR304 (Table S5 in Additional file 2).

### Luciferase assays

293 T cells were co-transfected with 5′ UTR-bearing *luc2CP* vectors plus pBabePuro at a ratio of 20:1. Medium was replaced with DMEM +2 μg/ml puromycin 48 hours post-transfection and cells were grown to select for puromycin-resistant colonies. Stably transfected cells were seeded in 96 well plates at 4 × 10^4^ cells/well and allowed to settle overnight. Medium was removed and replaced with 100 μl/well of medium containing 0, 12.5, 25, 50, 100 or 200 nM Silvestrol or 0, 0.03125, 0.0625, 0.125, 0.25, 0.5, 1, 2, 4 μM hippuristanol and incubated for 40 minutes. Silvestrol-containing medium was removed and cells were lysed in 20 μl/well Passive Lysis Buffer (Promega E194A). Luciferase assays were performed by adding 100 μl/well Luciferase Assay Reagent (Promega E1501) and incubating for 10 minutes at room temperature before measuring luminescence. For *luc2CP* mRNA analysis, 4 × 10^5^ cells/well were seeded in 6-well plates and grown overnight. Cells were then treated with the indicated amounts of Silvestrol for 40 minutes and lysed using Trizol reagent. RNA was isolated from Trizol lysates using standard methods. The abundance of *luc2CP* and *β-actin* mRNA was subsequently analyzed by quantitative RT-PCR.

### RNA isolation from polysome fractions

Prior to RNA extraction from polysome fractions, 5 ng of Luciferase Control RNA (Promega) was added to each fraction. Samples were treated with 200 μg/ml Proteinase K for 1 hour at 50°C and RNA was extracted using the standard hot acid phenol method. RNAs were precipitated using isopropanol and resuspended in 10 mM Tris pH7.

### Quantitative RT-PCR

Total RNA was converted to cDNA using SuperScript III reverse transcriptase (Invitrogen) with oligo dT primers according to the manufacturer’s instructions. Transcript levels were measured by quantitative PCR using SYBR green FAST PCR mix (Applied Biosystems, Foster City, CA) and oligo pairs specific to each transcript. In polysome fractionation experiments, transcript levels were normalized to luciferase control RNA abundance. To measure luciferase reporter mRNA (*luc2CP* mRNA) levels, transcript abundance was normalized to *β-actin* mRNA measurements.

### Cell cycle assays

MDA-MB-231 cells were seeded in 6-well dishes at 3.5 × 10^5^ cells/well and grown overnight. At the start of the experiment, growth medium was replaced with medium containing 25 nM Silvestrol. Cells were pulsed with 1 μM BrDU for 30 minutes before harvesting by trypsinization at the indicated time points. To measure sub-G1 populations, medium was collected along with adherent cells at time of harvest. BrDU-pulsed cells were pelleted, washed in 1× PBS and fixed using ice-cold 70% ethanol. Fixed cells were permeabilized on ice in 1× PBS containing 0.1 M HCl and 0.5% Triton X-100, washed and then boiled for 10 minutes. Cells were then incubated with 5 μg/ml anti-BrDU-fluorescein isothiocyanate (FITC) antibody (BD Biosciences #347583, San Jose, CA, USA) at room temperature for 30 minutes, washed, resuspended in PI/RNase solution (BD Biosciences #550825) and analyzed by fluorescence-activated cell sorting (FACS).

### Western blotting

MDA-MB-231 cells were treated with 25 nM Silvestrol and lysed in RIPA buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 2 mM EDTA pH8, 1% TritonX-100, 1% sodium deoxycholate, 0.1% SDS) containing complete EDTA-free protease inhibitors (Roche #11836170001), and phosphatase inhibitors (PhosSTOP, Roche #04906837001). Lysates were quantified using BCA reagent (Thermo Scientific #23228). Lysates were subjected to SDS-PAGE (NuPAGE) using 15 to 25 μg of cell lysate per well and transferred to PVDF (Invitrogen).

### Antibodies

The following antibodies were purchased from commercial suppliers: CyclinD1 (Cell Signaling #2926, Beverly, MA, USA), CyclinB1 (Cell Signaling #4135), CyclinE1 (Cell Signaling #4129), Bcl2 (BD Pharmingen #551097), Parp(Asp214) (Cell Signaling #9541), Arf6 (Cell Signaling #5740), GAPDH (Santa Cruz Biotechnology#32233, Santa Cruz, CA, USA), β-Tubulin (Cell Signaling #2146).

### Cell lines

Cell lines used in this study were obtained from ATCC. Cells were tested for mycoplasma by the Novartis Institutes for Biomedical Research and were mycoplasma-free.

### Oligonucleotides

#### For amplifying 5′ UTRs

oARF6fwd: 5′^_^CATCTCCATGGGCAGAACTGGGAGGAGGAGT^_^3′; oARF6rev: 5′^_^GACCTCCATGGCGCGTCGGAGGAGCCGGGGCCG^_^3′; oCCND1fwd:_5′^_^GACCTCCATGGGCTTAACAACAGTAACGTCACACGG^_^3′; oCCND1rev:_5′^_^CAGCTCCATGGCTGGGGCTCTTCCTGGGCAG^_^3′; oROCK1fwd:_5′^_^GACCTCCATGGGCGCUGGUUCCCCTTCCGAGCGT^_^3′; oROCK1rev:_5′^_^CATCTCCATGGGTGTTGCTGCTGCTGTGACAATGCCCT^_^3′; oPFN2fwd:_5′^_^GAATCTCCATGGGCCGCTGGTTTGTCAGCC^_^3′; oPFN2rev:_5′^_^CTCGAGCCATGGCTTCGAGCCCTTCGC^_^3′; oARFmut_ampF:_5′^_^CCATGGTTGGGACGTGCACTGGCAGCCGGC^_^3′; oARFmut_ampR:_5′^_^GTGGGAGTTGCCTCCTAAGCTAATATGTGC^_^3′

#### For quantitative PCR

ARF6_qP_F8: 5′^_^ATGTTGCAGGTGAGATGTGGT^_^3′,

ARF6_qP_R8: 5′^_^TACCTGCTCCAGTCACCAATG^_^3′,

ActB_qP_F1: 5′^_^AGCCTCGCCTTTGCCGA^_^3′,

ActB_qP_R1: 5′^_^GCGCGGCGATATCATCATC^_^3′,

BCL2_qP_F3: 5′^_^TTCTGCCCCTGCCAAATCTT^_^3′,

BCL2_qP_R3: 5′^_^CATCTGAGAACCTCCTCGGC^_^3′,

CCND1_qP_F2: 5′^_^TGAGGGACGCTTTGTCTGTC^_^3′,

CCND1_qP_R2: 5′^_^CTTCTGCTGGAAACATGCCG^_^3′,

CDK6_qP_F2: 5′^_^ACCTGCCCCTTACTCTGACT^_^3′,

CDK6_qP_R2: 5′^_^AGCACCCAGTAAGACATCCAG^_^3′,

ROCK1_qP_F1: 5′^_^TGAAAGCCGCACTGATGGAT^_^3′,

ROCK1_qP_R1: 5′^_^GCCATGAGAAAACACATTGCAG^_^3′,

Luciferase_F: 5′^_^ATCCGGAAGCGACCAACGCC^_^3′,

Luciferase_R: 5′^_^GTCGGGAAGACCTGCCACGC^_^3′,

Luc2CP_F: 5′^_^ATCCACCTTAACAGCCACGG^_^3′,

Luc2CP_R: 5′^_^CAGGGTGTCTATCCATGCCG^_^3′.

#### 5′ UTR sequences

Mutated residues are indicated by lower case lettering in the *ARF6mut* sequence. The (CGG)_4_ motif is shown in bold.

*ARF6wt*:_5′^_^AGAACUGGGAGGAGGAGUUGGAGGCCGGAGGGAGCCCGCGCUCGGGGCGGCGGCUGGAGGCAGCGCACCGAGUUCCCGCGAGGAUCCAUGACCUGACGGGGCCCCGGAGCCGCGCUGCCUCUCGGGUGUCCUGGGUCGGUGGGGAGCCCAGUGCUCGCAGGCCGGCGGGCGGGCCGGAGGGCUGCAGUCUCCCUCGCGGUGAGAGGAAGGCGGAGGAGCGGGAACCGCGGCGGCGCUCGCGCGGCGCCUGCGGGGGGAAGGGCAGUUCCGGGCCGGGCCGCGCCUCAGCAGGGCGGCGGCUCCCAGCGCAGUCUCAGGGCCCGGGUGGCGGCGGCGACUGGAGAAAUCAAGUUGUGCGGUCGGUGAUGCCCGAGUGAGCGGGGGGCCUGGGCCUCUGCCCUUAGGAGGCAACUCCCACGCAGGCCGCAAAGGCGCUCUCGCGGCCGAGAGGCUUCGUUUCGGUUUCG**CGGCGGCGGCGG**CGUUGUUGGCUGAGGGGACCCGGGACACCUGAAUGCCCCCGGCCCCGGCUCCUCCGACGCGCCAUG^_^3′.

*ARF6mut*:_5′^_^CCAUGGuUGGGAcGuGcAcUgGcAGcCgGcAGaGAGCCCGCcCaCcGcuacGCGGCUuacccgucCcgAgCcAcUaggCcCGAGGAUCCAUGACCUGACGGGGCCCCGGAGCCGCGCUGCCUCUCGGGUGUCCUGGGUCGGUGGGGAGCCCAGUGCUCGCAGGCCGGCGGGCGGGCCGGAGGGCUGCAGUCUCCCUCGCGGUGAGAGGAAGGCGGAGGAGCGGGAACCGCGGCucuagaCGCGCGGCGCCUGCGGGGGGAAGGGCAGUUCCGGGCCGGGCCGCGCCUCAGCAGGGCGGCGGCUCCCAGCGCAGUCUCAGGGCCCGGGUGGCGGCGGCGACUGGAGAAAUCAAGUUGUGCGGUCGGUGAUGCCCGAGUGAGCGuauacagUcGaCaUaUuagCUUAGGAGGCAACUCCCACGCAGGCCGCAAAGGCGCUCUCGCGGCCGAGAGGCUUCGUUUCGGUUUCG**CGGCGGCGGCGG**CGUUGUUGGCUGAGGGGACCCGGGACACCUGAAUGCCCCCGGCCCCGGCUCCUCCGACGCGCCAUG^_^3′.

*CyclinD1*:_5′^_^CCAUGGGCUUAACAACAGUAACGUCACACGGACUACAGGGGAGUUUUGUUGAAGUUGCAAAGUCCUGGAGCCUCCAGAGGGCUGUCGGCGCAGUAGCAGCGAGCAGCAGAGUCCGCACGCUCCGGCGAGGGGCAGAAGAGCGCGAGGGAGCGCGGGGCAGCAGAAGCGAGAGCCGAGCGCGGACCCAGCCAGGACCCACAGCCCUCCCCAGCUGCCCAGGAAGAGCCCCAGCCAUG^_^3′.

*ROCK1*:_5′^_^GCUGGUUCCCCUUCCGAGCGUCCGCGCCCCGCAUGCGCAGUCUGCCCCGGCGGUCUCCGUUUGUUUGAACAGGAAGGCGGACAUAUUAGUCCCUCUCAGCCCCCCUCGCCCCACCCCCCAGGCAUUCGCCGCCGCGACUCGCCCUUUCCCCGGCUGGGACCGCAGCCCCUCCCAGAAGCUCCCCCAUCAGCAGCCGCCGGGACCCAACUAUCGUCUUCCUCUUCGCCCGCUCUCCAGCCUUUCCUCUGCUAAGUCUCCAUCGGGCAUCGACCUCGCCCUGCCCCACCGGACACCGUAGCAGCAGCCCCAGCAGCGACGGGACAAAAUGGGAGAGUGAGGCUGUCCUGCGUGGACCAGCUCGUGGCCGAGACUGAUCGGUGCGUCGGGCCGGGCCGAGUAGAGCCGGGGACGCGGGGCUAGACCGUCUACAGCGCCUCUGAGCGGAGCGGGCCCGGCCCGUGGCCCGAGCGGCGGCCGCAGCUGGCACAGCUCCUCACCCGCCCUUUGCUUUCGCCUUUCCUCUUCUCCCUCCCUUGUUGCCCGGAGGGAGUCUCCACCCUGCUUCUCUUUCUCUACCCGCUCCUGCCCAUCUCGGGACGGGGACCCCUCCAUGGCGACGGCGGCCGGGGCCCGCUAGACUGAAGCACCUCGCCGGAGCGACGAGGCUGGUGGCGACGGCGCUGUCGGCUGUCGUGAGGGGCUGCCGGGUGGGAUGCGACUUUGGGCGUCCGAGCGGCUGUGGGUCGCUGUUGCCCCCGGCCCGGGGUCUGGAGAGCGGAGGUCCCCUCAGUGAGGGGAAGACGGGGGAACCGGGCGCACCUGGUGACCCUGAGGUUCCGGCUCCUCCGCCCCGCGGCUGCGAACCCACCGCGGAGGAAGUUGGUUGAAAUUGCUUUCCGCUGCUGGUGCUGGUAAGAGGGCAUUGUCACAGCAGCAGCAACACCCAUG^_^3′

*PFN2*:_5′^_^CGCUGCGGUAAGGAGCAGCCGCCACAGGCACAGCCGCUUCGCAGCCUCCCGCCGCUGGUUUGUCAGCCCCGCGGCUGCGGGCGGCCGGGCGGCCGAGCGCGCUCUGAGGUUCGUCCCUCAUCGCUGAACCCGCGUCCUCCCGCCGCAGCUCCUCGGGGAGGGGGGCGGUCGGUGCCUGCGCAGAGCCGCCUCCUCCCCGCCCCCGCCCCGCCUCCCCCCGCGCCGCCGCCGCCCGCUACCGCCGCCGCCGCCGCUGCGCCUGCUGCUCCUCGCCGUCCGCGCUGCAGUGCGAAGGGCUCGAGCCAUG^_^3′.

### Mass spectrometry

#### Digestion of monosome pellets

Monosome preparations pelleted in ultracentrifuge tubes were washed with 1 ml ice-cold ethanol by addition of the ethanol followed by a 5 minute incubation on ice and aspiration of the ethanol via a vacuum trap. The pellet was allowed to air dry. Monosome pellet was dissolved in 100 μl of a solution of 20 mM ammonium bicarbonate, 8 M urea and 2 mM Tris(2-carboxyethyl)phosphine hydrochloride. MS-Grade Lys C (Thermo) was dissolved in water to a concentration of 0.5 μg/μl and 2 μl was added to the dissolved pellet. The Lys C digestion was incubated for 4 hours at room temperature. The digestion was further diluted with an additional 98 μl of water. MS-Grade Trypsin (Thermo) was also dissolved in water to a concentration of 0.5 μg/μl and 2 μl was added to the diluted Lys C digestion. This trypsin digestion was incubated overnight at room temperature.

#### Microscale LC-MS/MS and mascot ions search of trypsin digestion samples

Digestion samples were prepared for liquid chromatography-tandem mass spectrometry (LC-MS/MS) by acidification. The digestion sample (20 μl) was acidified by the addition of 2 μl of 10% formic acid; 20 μl of this sample was injected onto a 2.1 × 50 mm Extend-C18 column (1.8 μm beads; Agilent, Santa Clara, CA, USA) at 400 μl/minute flow rate. Elution of peptides was over a 51 minute gradient from 5 to 40% acetonitrile with 0.1% formic acid as the modifier, and a flow rate of 200 μl/minute. Data acquisition was on an Agilent 6530 Q-ToF instrument equipped with a dual electrospray source, and a reference mass of 922.009798 enabled. MS/MS spectra were acquired in Auto MS/MS mode with triggering of precursor ions of +2 charge state and higher and individual ions were excluded for 9 seconds after triggering an MS/MS scan. Up to five precursors were selected per MS scan, and MS/MS scans were for 50,000 counts or 333 mS, whichever came first. LC-MS/MS data were exported to a Mascot Generic Format file using MassHunter Qual 5.0 (Agilent) and searched against SwissProt 51.6 with taxonomy limited to human, without modifications other than variable pyroglutamate formation at Q and E, MS tolerance of 10 ppm and MS/MS tolerance of 0.1 Da.

#### Nano LC-MS/MS and mascot ions search of trypsin digestion samples

Digestion samples were prepared for LC-MS/MS by acidification. The digestion sample (10 μl) was acidified by the addition of 10 μl of 1% formic acid; 4 μl of this sample was injected onto a 4 mm 40 nL trap column at a flow rate of 3 μl/minute and analyzed on a 75 μm × 150 mm column containing Zorbax 300SB-C18 (5 μm beads) at a flow rate of 400 nl/minute. Elution of peptides was over a 100 minute gradient from 5 to 40% acetonitrile with 0.1% formic acid as the modifier. Data acquisition was on an Agilent 6550 Q-ToF instrument equipped with the ChipCube source, and a reference mass of 1221.990637 enabled. MS survey scans were acquired at a rate of 5 Hz, and MS/MS spectra were acquired in Auto MS/MS mode with triggering of precursor ions of +2 charge state and higher. Individual ions were excluded for 18 seconds after triggering an MS/MS scan. Up to five precursors were selected per MS scan, and MS/MS scans were for 25,000 counts or 200 mS, whichever came first. LC-MS/MS data were exported to a Mascot Generic Format file using MassHunter Qual 5.0 and searched against SwissProt 51.6 with taxonomy limited to human, without modifications other than variable pyroglutamate formation at Q and E, MS tolerance of 5 ppm and MS/MS tolerance of 0.1 Da.

### Sliding window analysis

5′ UTR sequences were retrieved from Ensemble using RefSeq mRNA names as query. Sequences were broken into 20-nucleotide fragments in a stepwise manner beginning from the first nucleotide (n) and proceeding in 1 nucleotide steps (n +1, n +2, n +3, and so on) through the length of the UTR. The structure of each fragment was analyzed using the CONTRAfold algorithm and the resulting free energy values were plotted based on their position across the length of the UTR, as were the percentage GC values.

### Trans-well migration assay

Migration assays were performed using trans-well migration chambers (BD Biosciences). MDA-MB-231 cells were seeded into upper chambers at a density of 0.5 × 10^5^ cells in serum-free medium. Medium containing 5% fetal bovine serum was aliquoted to lower wells and cells were incubated for 22 hours. When measuring migration in the presence of Silvestrol, compound was included in the medium in both upper and lower chambers at the concentrations indicated. To assess cell migration after 22 hours, upper chambers were transferred to wells containing 1× PBS +8 μM Calcenein AM (Life Technologies) and incubated for 40 minutes. Fluorescence was evaluated by excitation at 485 nM wavelength followed by measuring emission at 520 nM.

### Scratch wound assay

Cells were seeded into 24 well plates at a density of 6 × 10^5^ cells/well in RPMI supplemented with 10% fetal bovine serum and grown for 24 hours to generate a monolayer. The following day cells were scratched to produce a wound in the monolayer and wound closure was monitored by microscopy using the Incucyte Live Cell Imaging system (Essen Biosciences, Ann Arbor, MI, USA).

### Data availability

The next generation sequencing data presented in this paper have been deposited in NCBI’s Gene Expression Omnibus [45] and are accessible through GEO Series accession number GSE61375 [46]. The mass spectrometry data have been deposited to the ProteomeXchange Consortium [47] via the PRIDE partner repository [48] with the dataset identifier PXD001310 and DOI 10.6019/PXD001310.

## Additional files

Additional file 1: Figure S1. MDA-MB-231 polysome profiles in the presence of translation inhibitors. MDA-MB-231 cells were treated with DMSO, 25 nM Silvestrol or 1 μg/ml harringtonine for 30 minutes. Lysates were fractionated by ultracentrifugation through a sucrose gradient and polysome distribution was analyzed by monitoring absorbance of light at 260 nm (A_260_). Additional file 2: Table S1. Mass spectrometry of monosome fractions from MDA-MB-231 cells. LC-MS/MS mass spectrometry was performed using monosome fractions from **(a)** DMSO- or **(b)** Silvestrol-treated MDA-MB-231 cells. Proteins were identified by Mascot using peptide sequences as query; those with 98% confidence or greater are listed for each replicate sample. **Table S2: Genes showing reduced TE in Silvestrol**. Table of 284 genes identified by ribosome profiling as having reduced TE in the presence of 25 nM Silvestrol. Genes are organized based on fold change in TE (∆TE) values. **Table S3: Genes showing increased TE in Silvestrol**. Table of 146 genes identified by ribosome profiling as having increased TE in the presence of 25 nM Silvestrol. Genes are organized based on fold change in TE (∆TE) values. **Table S4: 5′ UTR characteristics of Silvestrol-sensitive and -insensitive genes.** Table showing free energy values (∆G), length and percentage GC content for 5′ UTRs from genes that are sensitive (decreased ∆TE) or insensitive to 25 nM Silvestrol. ∆G values were predicted using two algorithms, CONTRAfold or McCaskill [44]. The correlation coefficient for these data sets is r =0.914. Genes bearing variant 5′ UTR isoforms are indicated with an asterisk. **Table S5: Table of vectors used in luciferase reporter assays.** Vector pMH2 was constructed from pGL4.25 with CMV promoter in place of the minimal promoter. Vectors pCR300, pCR301, pCR302, pCR303, and pCR304 were constructed by adding the indicated 5′ UTRs to vector pMH2. See Materials and methods for cloning information. **Table S6: Genes showing reduced TE in INK128**. Table of 244 genes that showed reduced TE in MDA-MB-231 cells treated with 200 nM INK128 for 2 hours. The gene also found to have reduced TE after Silvestrol treatment is indicated by asterisks. Additional file 3: Figure S2. Select data from ribosome profiling sequencing. **(a)** The frequency of read lengths from RNA-Seq libraries generated by ribosome footprinting (RF). **(b)** Table of sequencing statistics for sample generated by next-generation sequencing. Coverage was computed using the Picard HsMetrics tool for every exon in the KnownGene database. Exons with fewer than two reads were excluded. Abbreviations: br, biological replicate; RF, ribosome footprint. **(c)** Scatter plot of RF densities (measured in RPKM) in MDA-MB-231 cells treated with 25 nM Silvestrol versus DMSO for 1 hour. Silvestrol-sensitive genes are indicated in dark blue. Additional file 4: Figure S3. Polysome analysis of select Silvestrol-sensitive transcripts. Polysomes from 25 nM Silvestrol- or DMSO-treated cells were fractionated and analyzed for the abundance of transcripts for *β-actin*, *CyclinD1*, *ARF6*, *ROCK1*, *CDK6* and *BCL2*. Data presented are mean values ± standard error (n =2). Additional file 5: Figure S4. Structured 5′ UTRs from Silvestrol-sensitive transcripts, used to evaluate 5′ UTR contribution to translation of a luciferase reporter. **(a)** Free energy values for the 5′ UTRs of Silvestrol-sensitive genes; genes are separated into three classes based on TE values: Decreased TE (n =284), insensitive (n =299) and increased TE (n =146). Energy values were predicted using the CONTRAfold algorithm. The pool of genes with decreased TE values are enriched with structured 5′ UTRs. **(b)** Luciferase production from *CMV*-driven *luc2CP* (pMH2) in the presence of cycloheximide (100 μg/ml) or Silvestrol (50 nM) over time. Half-life of Luc2CP protein is 30.99 minutes. In each experiment, samples were assayed in triplicate; data were derived from two independent experiments. **(c-e)** Plots of sequencing data derived from genes selected for 5′ UTR assessment. Data represent the non-normalized frequency of either the 5′end (mRNA) or P-site (RF) of each read found in sequencing data. **(f)** *Luc2CP* mRNA levels in Silvestrol-treated 293 T cells bearing the indicated reporter constructs. *Luc2CP* abundance was measured by quantitative PCR and normalized to *β-actin* mRNA levels. Data represent mean values ± standard error of the mean (n =3). Additional file 6: Figure S5. Luciferase expression from 5′ UTR reporter constructs upon treatment with hippuristanol. **(a)** Luciferase reporter constructs, stably transfected into 293 T cells, were treated with increasing concentrations of hippuristanol and luciferase expression was measured after 40 minutes; constructs bearing 5′ UTRs from Silvestrol-sensitive genes (*CyclinD1*, *ROCK1*, *ARF6*) or insensitive genes (*PFN2* or *CMV* alone) were compared. **(b)** Luciferase expression from reporter constructs bearing *ARF6wt* 5′ UTR or *ARF6mut* 5′ UTR, stably transfected into 293 T cells. Cells were treated with increasing concentrations of hippuristanol and measurements were taken after 40 minutes of exposure. Data presented were obtained from two independent experiments with measurements taken in triplicate. Additional file 7: Figure S6. Sliding window structure analysis of select 5′ UTRs. **(a,b)** Free energy values (a) and percentage GC content (b) of 20-nucleotide fragments of the 5′ UTR of *CyclinD1* plotted along the length of the UTR from the TSS to the translation start (AUG). **(c-f)** Free energy values (c,e) and percentage GC content (d,f) of the 5′ UTR of *ARF6* (c,d) and *ARF6mut* (e,f) plotted along the length of the UTR from the TSS to the translation start (AUG). Each asterisk denotes a structured region that was mutated in *ARF6* to create *ARF6mut*. Additional file 8: Figure S7. Silvestrol treatment impairs migration of MDA-MB-231 cells. **(a)** Migration of MDA-MB-231 cells was measured in a trans-well migration assay in the presence of increasing amounts of Silvestrol. Plots represent Calcenein AM fluorescence of cells which migrated across a barrier. **(b)** MDA-MB-231 cells were grown to a confluent monolayer and scratched to produce a wound. Wound closure was monitored over time by microscopy. **(c)** Quantification of wound closure (represented in (b)) over time. **(d)** Western blot for Arf6 protein after treatment with 25 nM Silvestrol. Additional file 9: Figure S8. Translation of Silvestrol-sensitive transcripts is not disrupted by mTOR inhibition. **(a)** MDA-MB-231 cells were treated with vehicle (DMSO) or 200 nM INK128 for the indicated times and Western blots were performed for Arf6 (top panels) and Cyclin D1 (bottom panels). **(b)** PC-3 cells were treated with vehicle (DMSO), 200 nM INK128 or 25 nM Silvestrol for the indicated times. Western blots were performed for Arf6, Cyclin D1 and phosphorylated 4E-BP1/2 (Ser65). Additional file 10: Figure S9. Combinatorial treatment with Silvestrol and mTOR inhibitors show additivity in blocking cancer cell proliferation. **(a,b)** Isobolograms (top panels) and dose matrices (bottom panels) of MDA-MB-231 (a) and PC-3 (b) cells treated with serial combinations of Silvestrol and INK128. **(c,d)** MDA-MB-231 (c) or PC-3 (d) cells were treated with increasing concentrations of Silvestrol in combination with PP242 at fixed doses: 50 nM, 125 nM and 250 nM. Cell viability was measured by CellTiter-Glo after 3 days. **(e,f)** Isobolograms (top panels) and dose matrices (bottom panels) of MDA-MB-231 (e) and PC-3 (f) cells treated with serial combinations of Silvestrol and PP242.

## Abbreviations

BrDU: bromodeoxyuridine
DMEM: Dulbecco's modified Eagle medium
DMSO: dimethyl sulfoxide
DTT: dithiothreitol
eIF4F: eukaryotic initiation factor 4 F
GO: gene ontology
LC-MS/MS: liquid chromatography-tandem mass spectrometry
MS: mass spectrometry
MS/MS: tandem mass spectrometry
mTOR: mammalian target of rapamycin
PBS: phosphate-buffered saline
PI: propidium iodide
RF: ribosome footprint
RPKM: reads per kilobase per million
TCA: trichloroacetic acid
TE: translation efficiency
TSS: transcription start site
UTR: untranslated region

How the deposited data were processed for this re-analysis (not part of the article)

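Ribosome profiling and RNA sequencing of MDA-MB-231 cells were analysed from the 2 tables that the authors deposited, one for each drug. The Silvestrol experiment has 9 libraries and the INK128 experiment has 4, and every library was assigned to its treatment, time and passage from the sample labels and the paper. Sequencing reads were not used here, and neither were the tables of the paper's Additional files.

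For the Silvestrol experiment the authors removed linkers and rRNA reads, aligned the rest with Bowtie (at most 2 mismatches, up to 16 alignments) to hg19 and UCSC KnownGene canonical transcripts, and deposited counts of uniquely mapped reads per transcript, RF reads at the P-site and mRNA reads at the middle of the read. The authors also deposited an RPKM value for each library, which excludes positions with non-unique reads or under more than 1 canonical transcript, and the mean RPKM of the passages. The counted length of a gene, taken here as reads over RPKM, differed between libraries for some genes. The deposited ratio of RF to mRNA RPKM (TE) and the authors' log2 change in TE were read for comparison only. So was the deposited score, which the authors made by standardizing that log2 change with a fixed mean and SD. For the INK128 experiment the authors deposited FPKM values per gene, with no read counts, and columns of TE, its log2 change and a score. The deposited INK128 TE values are not the ratios of the deposited FPKM values, and the ratios of FPKM were used here. The program that made the FPKM values is not named in the paper's text. In that experiment the labels call the RNA libraries total RNA. No column of per-sample values was left out (0 columns).

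The Silvestrol table has 38,897 lines, of which 25,758 are distinct, and repeated lines were dropped. Of symbols with more than 1 distinct entry (546), the entry with the highest mean RF RPKM was used. Gene symbols that a spreadsheet had turned into dates (28 in the Silvestrol table, 21 in the INK128 table) were replaced by the symbol of their transcript or gene identifier, where one was found. Every line names a gene, so no reads were set aside as unassigned. Counted reads per library ranged from 2,652,423 (Silvestrol at 2 h, passage 4) to 50,315,607 (DMSO mRNA). Named genes with few reads are given with their read numbers.

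The change in TE with Silvestrol was log2[(RF Silvestrol/mRNA Silvestrol)/(RF DMSO/mRNA DMSO)] from the deposited RPKM values of passage 3 at 2 h, without a pseudocount, turned into a z-score over the genes used, with −1.5 and 1.5 as thresholds. The same was done for INK128 from FPKM. RF counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, glmQLFit and glmQLFTest, 2 DMSO and 2 Silvestrol libraries). TE was tested in 1 edgeR model over the 6 libraries at 2 h as the interaction of assay and treatment, in which mRNA has 1 library per treatment. Adjusted p-values are from the Benjamini-Hochberg method with a threshold of 0.05. DESeq2 1.42.0 was an alternative. Standard errors of log2 changes are those of the edgeR models. On simulated data with 200 genes changed by 2 on the log2 scale, the RF test called 193 of them and 9 of the unchanged genes, and the TE test called 104 and 7. The changed genes were drawn from those well covered in the shallowest RF library. Counts were simulated with edgeR's trended dispersion, without a spread of each gene's own and without an effect of the passage.

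Replicate numbers 1 and 2 stand for passages 3 and 4, and the labels give them as cultures shared by DMSO and Silvestrol. Deviations of the passages from their group means correlated between DMSO and Silvestrol with r = 0.714 over 10,505 genes, so the numbers pair the samples. Fits with the passage as a block are given beside a result where they change its call or a count by more than 1.5 times. Each fit with the block leaves 1 residual degree of freedom, so a small p-value with it does not show that the passages agree. EIF4A1 had an adjusted p of 2.9e-05 for RFs with the block (edgeR). Its log2 changes in RF RPKM were 0.825 in passage 3 and −0.04 in passage 4.

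Lists of genes in unreplicated data were compared with 10,000 random lists of the same size matched by deciles of mean expression. RPS, RPL, EEF and EIF genes were chosen by symbol before the data were examined. The text names every gene the paper names in its results, the EIF4A genes, the genes reduced by both drugs, and the 5 lowest and highest z-scores with Silvestrol among genes whose RF change had the sign of the TE change in both passages, or the 5 lowest with INK128. Other genes were named after their values were seen. The EIF4A genes are in the closing observations.

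The 5′ UTRs came from GENCODE version 44 lifted to GRCh37, the build called hg19 by the authors, from the MANE Select transcript where there was one (95.96% of genes) and otherwise from the transcript with the longest coding sequence. An ATG followed 99.68% of the 5′ UTRs. Folding energies are minimum free energies from RNAfold 2.7.2, since CONTRAfold was not installed. Medians were compared with 2-sided permutation tests of 100,000 resamples, adjusted over 6 comparisons, and shares with Fisher's exact test and Wilson intervals of 95%. Intervals on shares cover counting error only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

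The thresholds, filters, tests and most alternatives were set before the data were examined. Alternatives covered the filter, pseudocounts of 0.5 and 0.1, a z-score from median and MAD, a z-score threshold of 2, both passages, RF change alone, size factors in place of TMM, DESeq2, the block, each passage left out, and the choice of 5′ UTR. Those added after the data were seen are the arithmetic mean of the passages, the untreated RF library as control, protein coding genes only, and an offset for the counted length. Polysome, Western blot, reporter, gene ontology, migration and mass spectrometry results have no samples in these tables and were not analysed here. 5′ TOP-like sequences were not analysed here, since transcription start sites are needed for them.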

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

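The tests in this part were chosen after the values were seen.

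An RF library of untreated cells was compared with the DMSO libraries. Among 9,548 genes with at least 100 reads in both libraries, 18 differed at least 2-fold between untreated cells and cells given DMSO for 2 h in passage 3, against 9 of 9,663 genes between DMSO at 1 h and at 2 h and 8 of 9,624 between untreated cells and DMSO at 1 h. The number was far lower than the 444 of 7,545 genes that differed between the DMSO libraries of passages 3 and 4. RFs of 12 genes were higher with DMSO, among them CSF2 (log2 change 1.79), EGR1 (1.73), FOS (1.25), IL6 (1.21), IL1A (1.19) and IL8 (1.18), and those of 6 genes were lower, among them IQGAP1 (−1.81). These genes are named after their values were seen. Different counted positions are argued against, since 0 of the 18 genes had counted lengths more than 1.5 times apart. From DMSO at 1 h to DMSO at 2 h, 17 of the 18 genes moved in the same direction (EGR1, at −1.37, did not), but that comparison shares the DMSO library at 2 h. With the DMSO library of passage 4 in its place, 9 of the 18 did. A difference of this single untreated library and a response of the cells to handling or DMSO cannot be told apart, because there is 1 untreated library and it has no partner in passage 4.

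RFs of ACTB rose with Silvestrol at 1 h, by 0.716 on the log2 scale. In RPKM they were lower at 2 h in both passages (−0.08 and −0.29). The medians of all genes were −0.173 in passage 3 and −0.150 in passage 4. The sign at 2 h depended on the measure. From read counts, edgeR's log2 RF change was 0.261 without passage 4 and 0.0850 without passage 3. The difference between time points was not tested. DMSO libraries at 2 h differed by 1.42 on the log2 scale between passages for this gene, but the Silvestrol libraries shared this shift (RPKM 1,217 and 2,803, against 1,285 and 3,436 with DMSO), so it is no measure of the spread of changes within a passage. ACTB has close pseudogenes, and 3.70% of its coding positions were counted. Spread between libraries and a change of its translation with time cannot be told apart, because there is 1 pair of RF libraries at 1 h.

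RFs of SPCS2 were lower with Silvestrol at 1 h (log2 change −0.563) and higher at 2 h in both passages. This difference was not tested either. The gene had 6 and 3 reads at 1 h, 1 and 4 at 2 h in passage 3, and 2 and 3 in passage 4, with DMSO and Silvestrol in that order. An exact binomial test of its reads at 1 h, which compares those libraries and not the treatments, gave p = 1.0, but so few reads give this test little power. Noise from few reads and a change of its translation with time cannot be told apart at these read numbers.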

How the results depend on the processing

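For the main results, 105 of the recomputed values kept their direction and side of the threshold, or moved less than the spread between replicates or than 1.5 times for a count. The others are given here. Unless a sentence says otherwise, the cause of a change was not tested. The offset for counted length, protein coding genes only, the arithmetic mean of the passages and the untreated control were chosen only after the values were seen.

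For the Silvestrol z-scores (709 reduced, 509 increased), a threshold of 2 left 277 and 146 genes, by construction fewer, and a z-score past 1.5 in both passages 453 and 226. The increased genes fell to 336 under the strictest filter, which tests fewer genes, and to 322 with the RF change in place of the TE change, where 467 of the 709 reduced and 159 of the 509 increased genes were shared with the original classes. Without replicate 1, that is with passage 4 alone, the numbers were 665 and 443, of which 453 and 226 were shared. Robust z-scores, pseudocounts, the other filters and the mean of passages stayed within 1.5 times.

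Among tests on counts, DESeq2 called 611 genes with more RFs in place of 234, and 539 reduced and 399 increased genes for TE in place of 2 and 0. edgeR with the passage as a replicate block called 2,954 and 2,626 genes for RFs and 2,367 and 2,389 for TE. With DESeq2's size factors, and with an offset for counted length (added after the data were seen), edgeR called 0 genes in either direction for TE, while 2,645 and 2,705 genes had an unadjusted p-value under 0.05. The RF calls with the block included all 1,049 genes called without it. The size factors put the median log2 change at 0.024 for RFs and 0.052 for TE. At the same number of libraries the tests called 193 of 200 simulated changes for RFs and 104 of 200 for TE. The simulation changed only well covered genes and had no passage effect, so these shares may not hold for the data. They do not tell how many true TE changes were missed. Leaving out a passage leaves 1 library per arm, so no calls were counted there.

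For the RF distribution, the difference of means was −0.24 over the genes used for the z-scores and −0.14 for medians, in place of 0.06, and from −0.036 to 0.15 with 1 passage left out. The replicate correlation was 0.964 over the genes used and 0.973 on the linear scale for DMSO, and 0.990 on the linear scale for Silvestrol.

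The number of genes with reduced TE under INK128 (396) was 736 without a filter, 218 and 44 under the stricter filters, 870 with robust z-scores, 233 with the RF change alone and 263 at a threshold of 2. The overlap with Silvestrol was below chance in Fisher's exact test with 21 shared genes at z below −1 (p = 0.0060), 16 with robust z-scores (p = 0.0069) and 7 among protein coding genes (p = 0.016, added), and it reversed to above chance with 23 shared genes without a filter (p = 0.48) and 2 at z below −2 (p = 0.70), all by Fisher's exact test. The p-values of the overlap lay between 0.0060 and 1.0 in Fisher's exact test over its alternatives. The correlation of the drugs was −0.16 and −0.21 under the stricter filters, −0.23 with the RF change alone and −0.10 without replicate 1. Relative to matched lists, EIF genes reversed under Silvestrol with the RF change alone (median 0.39), and under INK128 their median fell to −0.30, at percentile 0.100 in place of 25.9. Without replicate 1, RPL genes had a median of 0.35 under Silvestrol, at percentile 74.9 in place of 100.

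The folding energy of genes with reduced TE was no longer different per nucleotide (a difference of −0.00759 kcal/mol, permutation test, adjusted p = 0.21), a division that takes out length by construction. The other alternatives had adjusted p-values of 1.2e-05, the smallest the permutations can give after adjustment. The GC content of genes with increased TE, 1.25 percentage points above insensitive genes and not significant, became significant with the longest 5′ UTRs (1.70), with genes past the threshold in both passages (2.98) and with 5′ UTRs of at least 20 nucleotides (1.29), and reversed with the RF change alone (−3.01); adjusted p-values of the permutation tests lay between 0.00018 and 0.081.

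Among named genes, 617 recomputed values kept their direction and side of the threshold, or moved less than the spread, 41 came past a threshold, 10 fell short of one, 21 moved and 10 reversed. The 2 genes with a significant TE change, TIMM23 and GPAT2, fell short with size factors (adjusted p = 0.051) and with the offset (adjusted p = 0.076). The z-score of CCNE1, −0.08, reversed with the mean of passages (0.0540), with the arithmetic mean (0.0848), with the untreated control (0.135) and without replicate 1 (0.183), and its log2 TE change of −0.02 reversed with size factors (0.0335) and DESeq2 (0.0313). The z-score of PARP1, 0.19, reversed with the RF change alone (−0.35) and with the untreated control (−0.29). The log2 RF change of ACTB, 0.09, reversed with the offset for counted length (−0.0947), and the z-score of FUNDC2 with the RF change alone (0.16). With the block, 10 named genes gained a significant RF change and 20 a significant TE change, and none lost one.

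Depth limits genes with few reads most, as given at CCND2, BCL2, TULP4 and SPCS2, and the values of passage 4. The strictest filter left no value for named genes below its minimum. Alternatives meant for tables without counts (pseudocounts, median centring and eBayes trends in tests of RFs and TE) were not run, since counts were deposited.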

Differences from the paper's values

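The arithmetic mean of the passages, the untreated RF library as control and protein coding genes only were chosen after seeing the values.

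With z-score thresholds of −1.5 and 1.5, 709 genes had reduced TE and 509 had increased TE, against the paper's 284 and 146. Of the alternatives set before the data were examined, only a threshold of 2 closed both gaps, with 277 and 146 genes, and the others did not. This match is one of numbers only. The paper gives CCND1, ROCK1, CDK6 and CDK8 as reduced by Silvestrol, and their z-scores of −1.85, −1.68, −1.97 and −1.93 lay short of −2. So did the authors' deposited z-scores of these genes (−1.52, −1.89, −1.98 and −1.91).

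The signed fold of the TE change of BCL2 was −17.57, against the paper's −7.04. The geometric mean of the passages (−8.825) and a pseudocount of 0.5 (−6.982) closed this gap, and the other alternatives set before the data were examined did not, except that the strictest filter left no value. Of those chosen after seeing the values, the arithmetic mean of the passages gave −6.672, and the untreated RF library as control with averaged Silvestrol RFs gave −7.038. With that setting ARF6 was at −13.14, the paper's own value, against −10.29 with the passage 3 DMSO library.

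Counted reads averaged 22.29 M per library (M, mega), against the paper's 43 M, and transcripts with reads numbered 18,925 against the paper's 17,703. No alternative applied to the former. The mean log2 RF RPKM over the passages was 3.10 for DMSO and 3.16 for Silvestrol, against the paper's 4.78 and 4.49. Neither the genes used for the z-scores (4.43 and 4.20) nor medians (3.66 and 3.52) closed the gap. In the paper the Silvestrol mean is the lower one, as it is over the genes used and for medians, but not over all genes. The replicate correlation of the DMSO libraries was 0.971, against the paper's 0.945, and 0.964 and 0.973 under the alternatives set before the data were examined, none of which closed the gap.

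The folding energy of the PFN2 5′ UTR was −13.40 kcal/mol against the paper's −115.57 kcal/mol, and the longest annotated 5′ UTR, set before the data were examined, closed this gap with −142.9 kcal/mol. The mean folding energy of genes with reduced TE was −182.5 kcal/mol against the paper's −103.9 kcal/mol, and none of the alternatives closed the gap. The mean 5′ UTR length of genes with increased TE was 84.14 nucleotides against the paper's 171.8, and none of the alternatives closed it.

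Structured 5′ UTRs made up 68.2% of genes with reduced TE against the paper's 37.3%, 22.8% of insensitive genes against the paper's 8.3%, and 6.43% of genes with increased TE against the paper's 10.6%. The (CGG)4 repeat was found in 9.25% of genes with reduced TE against the paper's 25%, and neither any annotated 5′ UTR (10.5%) nor the stricter filter (9.48%) closed the gap. Only the full repeat was counted here. The paper also names a shorter form of the motif and does not state which forms its share covers, so these shares may not be comparable. More than 1 annotated 5′ UTR was found in 84.1% of genes with reduced TE against the paper's 38.2%, in 83.4% of insensitive genes against the paper's 0.3%, in 79.5% of genes with increased TE against the paper's 0%, and in 68.5% of genes with reduced TE under INK128 against the paper's 37.3%. Neither counting start sites nor the stricter filter closed these gaps for the Silvestrol classes, and no alternative was set for the structured 5′ UTRs or for INK128.

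With INK128, 396 genes had reduced TE against the paper's 244. The stricter filter (218), a pseudocount of 0.5 (312), the RF change alone (233) and a threshold of 2 (263) closed this gap, and the other alternatives set before the data were examined did not. The lists of both drugs shared 2 genes against the paper's 1, and only the stricter filter, with 1, closed this gap. The mean log2 change in TE was −0.32 with Silvestrol against about −0.49 in Fig. 1g, read by eye, and 1.1 with INK128 against about 1.3 in Fig. 4d, read by eye. None of the alternatives closed either gap.

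Some statements of the paper also differ from these results. The paper states that variant 5′ UTRs are more prevalent in genes with reduced TE than in insensitive genes, and here the shares were alike (odds ratio 1.05, Fisher's exact test, p = 0.67), but with 79.5% to 84.1% of each class positive in the annotation used here the measure leaves little room for a difference and is no test of that statement. It states that variant 5′ UTRs are about as frequent under INK128 as under Silvestrol, and here they were less frequent under INK128, 68.5% against 84.1%, a difference that was not itself tested. It states that genes with increased TE have a slightly higher GC content, and here the difference of 1.25 percentage points was not significant (permutation test, adjusted p = 0.066), though it was under the 3 alternatives with differences of 1.70, 2.98 and 1.29, and it reversed to −3.01 with the RF change alone (permutation test, adjusted p = 0.00018). It states that no gene with a variant 5′ UTR is common to both drugs, and here both shared genes, DDIT3 and IFRD1, have more than 1 annotated 5′ UTR (6 and 11). As 83.4% of insensitive genes also have more than 1, this is no test of that statement either.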

Other observations

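In this part the tests of GC content, of coding sequence length and read depth behind 5′ UTR length, and 4 of the tests on ribosomal protein genes were chosen before their results were seen, and all others after.

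The mRNA libraries, with 1 per treatment, contributed to the z-scores. The RF libraries at 1 h, which took no part in choosing the genes, argue against the mRNA libraries as the whole cause of the reduced TE, since 95.5% of the genes with reduced TE lay below the median RF change of all genes there. Counting noise of 1 pair of RF libraries is also argued against as the whole cause, since 649 of 700 genes with reduced TE (92.7%) lay below the mean of all genes in the RF change of passage 4. A GC-dependent difference between the mRNA libraries may account for part of the lower GC content of 5′ UTRs of genes with reduced TE. Without mRNA values the difference in medians shrank from −6.35 to −2.75 percentage points but stayed past the threshold, which argues against it as the whole cause. The longer 5′ UTRs did not follow from coding sequence length or read depth, because the median lay at percentile 100 of lists matched on either (100 for both).

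The 14 genes whose mRNA RPKM changed over 8-fold in 2 h may be products of counting. Of these, 8 (57.1%) had counted lengths that differed more than 1.5 times between the mRNA libraries, against 40 of 10,491 other genes (Fisher's exact test, p = 3.0e-16), which is consistent with different positions having been counted. Among these 8 are PXN (log2 change −5.00, with 28,650 reads with DMSO and 251 with Silvestrol, counted length ratio 0.542), TIMM23 (8.46, ratio 0.422) and GPAT2 (6.45, ratio 2.18), as well as SEPHS1 (510 and 2 reads), THOC3 (233 and 2) and FUNDC2 (1 and 252), whose low side is too small for a fold. Of the 14 genes, 13 lay past a z-score of 1.5 or −1.5, and EGR1 did not. For others, such as DNAJB6 (−4.91, ratio 1.06), MYC (−3.03, with 12,522 and 634 reads, ratio 0.802) and EGR1 (3.69, ratio 0.973), the counted lengths were closer, and a change in mRNA abundance with Silvestrol stays open for them; it was not tested, as there is 1 mRNA library per treatment. These genes were chosen after their values were seen.

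Counted lengths of RF libraries differed more than 1.5 times between DMSO and Silvestrol in 34 of 10,505 genes in passage 3 and in 85 of 10,433 in passage 4, and between the DMSO libraries of passages 3 and 4 in 239 of 10,480. ARF6, with 11.2% of its coding positions counted against a median of 98.6% over all genes, was one of them, at 2.65 and 2.47 times at 2 h and 2.17 times at 1 h. CCND1 (1.02 times) and BCL2 (0.987 times) were not.

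The control TE in the authors' deposited table equals untreated RF RPKM over DMSO mRNA RPKM in 100% of 15,102 genes, and equals averaged DMSO RF RPKM over mRNA RPKM in 9.93%. The authors' deposited table gives signed folds of −7.04 for BCL2 and −13.1 for ARF6, the values the paper prints, so these are consistent with the untreated library having served as the control (100% of genes). The authors' deposited table holds 1,032 z-scores under −1.5 and 1,098 over 1.5 among 12,773 genes, with an implied mean of −0.35 and SD of 0.99. In the authors' deposited table ACTB has a z-score of 1.89, while it was 0.55 with the DMSO library of passage 3 and 0.31 with passage 4.

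The authors' deposited log2 change in TE with INK128 correlated with the change computed from FPKM with r = 0.906 across genes, and the deposited score implies a mean of 1.40 and an SD of 0.77 for it, against 1.12 and 0.51 here.

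With INK128 the mean log2 change in TE was 1.12, above 0, while the mean RF change was 0.00927. A few genes taking more of the RNA library are argued against, since the 20 highest genes held 42.96% of the total RNA FPKM with DMSO and 42.94% with INK128. Genes that are not protein coding held 99.53% with DMSO and 99.77% with INK128, so the share of protein coding genes fell from 0.471% to 0.233% and their median FPKM from 0.517 to 0.229. The shift of the mean is consistent with this larger noncoding share of the RNA library (99.77%). Whether INK128 lowered mRNA relative to noncoding RNA in the cells, or the libraries were depleted of it unequally, was not tested, and z-scores remove the shift.

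Ribosomal protein genes had increased TE with Silvestrol and reduced TE with INK128 (median z-score of RPS genes −2.6 and of RPL genes −2.1). With Silvestrol 55 of them had a median z-score of 1.67, at percentile 100.0 of matched lists. Short coding sequences are argued against, since the median was at percentile 100.0 of lists matched on coding sequence length. The median was also at percentile 100.0 of lists matched on the share of coding positions counted, whose typical median was 0.33. These lists were matched by deciles of all genes, which may hold shares far above those of ribosomal protein genes. Few counted positions are therefore not excluded. The 27 genes with more than the median share counted had a median of 1.79 (percentile 100.0). That split decides little, because the median share was 11.4%, against 98.6% over all genes. The RF change of passage 3 alone was also at percentile 100.0, and TE with the RFs of passage 4 gave a median z-score of 0.804 (percentile 100.0). RFs alone did not bear this out in the other libraries. In passage 4 the median z-score of the RF change was −0.06, at percentile 2.59, and at 1 h it was −1.04, at percentile 0. This is consistent with RF libraries of passage 3 at 2 h that differ in a way passage 4 does not share, possibly in addition to the mRNA change (median −0.477). Whether the mRNA libraries or noise of the RF libraries of passage 3 explain the increased TE cannot be told apart, because TE in both passages is divided by the same mRNA libraries while the RF changes of the passages go opposite ways.

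Of the genes of the target family, EIF4A1 had a z-score of 1.22, EIF4A2 one of 1.37 and EIF4A3 one of −0.65. The log2 RF change was 0.49 for EIF4A1 (adjusted p = 0.48), 0.92 for EIF4A2 (adjusted p = 0.076) and −0.84 for EIF4A3 (adjusted p = 0.031, edgeR's quasi-likelihood test). With the passage as a block the adjusted p-values were 2.9e-05, 3.3e-12 and 2.0e-18. Of the coding positions, 12.7% were counted for EIF4A1, 33.1% for EIF4A2 and 92.5% for EIF4A3, against a median of 98.6% over all genes. The values of EIF4A1 and EIF4A2 thus rest on a small part of each gene. The size of the EIF4A1 change differed between libraries. Its log2 change in RF RPKM was 0.60 at 1 h, 0.83 in passage 3 and −0.04 in passage 4 (median of all genes −0.15), its z-score with the RFs of passage 4 was 0.32, and its edgeR log2 RF change was 0.24 to 1.03 with 1 passage left out. PARP1 had a z-score of 0.19 and a log2 RF change of −0.22 (adjusted p = 0.30, and 0.046 with the block).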
